# Inflammatory response to retrotransposons drives tumor drug resistance that can be prevented by reverse transcriptase inhibitors

**DOI:** 10.1073/pnas.2213146119

**Published:** 2022-11-30

**Authors:** Ksenia A. Novototskaya-Vlasova, Nickolay S. Neznanov, Ivan Molodtsov, Brandon M. Hall, Mairead Commane, Anatoli S. Gleiberman, Jayne Murray, Michelle Haber, Murray D. Norris, Katerina I. Leonova, Andrei V. Gudkov

**Keywords:** LINE-1, progression-free survival, interferon, NF-kappaB, multidrug resistance

## Abstract

Activation of endogenous retrotransposons frequently occurs in cancer cells and contributes to tumor genomic instability. To test whether inhibition of retrotranspositions has an anticancer effect, we used treatment with the nucleoside reverse transcriptase inhibitor (NRTI) stavudine (STV) in mouse cancer models, MMTV-HER2/Neu and Th-MYCN, that spontaneously develop breast cancer and neuroblastoma, respectively. In both cases, STV in drinking water did not affect tumor incidence nor demonstrate direct antitumor effects. However, STV dramatically extended progression-free survival in both models following an initial complete response to chemotherapy. To approach the mechanism underlying this phenomenon, we analyzed the effect of NRTI on the selection of treatment-resistant variants in tumor cells in culture. Cultivation of mouse breast carcinoma 4T1 in the presence of STV dramatically reduced the frequency of cells capable of surviving treatment with anticancer drugs. Global transcriptome analysis demonstrated that the acquisition of drug resistance by 4T1 cells was accompanied by an increase in the constitutive activity of interferon type I and NF-κB pathways and an elevated expression of LINE-1 elements, which are known to induce inflammatory responses via their products of reverse transcription. Treatment with NRTI reduced NF-κB activity and reverted drug resistance. Furthermore, the inducible expression of LINE-1 stimulated inflammatory response and increased the frequency of drug-resistant variants in a tumor cell population. These results indicate a mechanism by which retrotransposon desilencing can stimulate tumor cell survival during treatment and suggest reverse transcriptase inhibition as a potential therapeutic approach for targeting the development of drug-resistant cancers.

## Significance

The role of endogenous retrotransposons in cancer initiation and progression has been traditionally viewed in the context of their mutagenic activity. The main conclusion of the present work is that retrotransposons can stimulate treatment resistance by the induction of prosurvival inflammatory pathways, a mechanism that is distinct from retrotransposon-mediated mutagenesis. Furthermore, this mechanism is “druggable”, evidenced by partial reversion via reverse transcriptase inhibitors. In this regard, drugs targeting L1-expressing cells represent a category of anticancer agents that lack direct antitumor activity but are capable of suppressing tumor adaptability. This type of pharmaceutical is projected to improve the outcome of any anticancer treatment by extending progression-free survival following initial response.

Adaptive phenotypic plasticity is the most important property of cancer in determining the ability of tumor cells to overcome natural tumor-suppressive mechanisms (e.g., immune response, hypoxia, etc.) (1) and pharmacological antitumor treatments (2). Tumor cell populations typically contain a low proportion of cells capable of surviving therapies, the expansion of which results in relapses of resistant variants requiring adjustment of treatment modalities (3). Continuous tumor progression along this path eventually leads to the fatal exhaustion of treatment options (4).

Despite the growing number of approved anticancer drugs targeting tumor viability and proliferation, there are currently no approaches targeting tumor “creativity”, i.e., its extraordinary ability to evolve and adapt. In addition, there is an obvious reason for this, namely that this property of cancer has been traditionally associated with genomic instability that was attributed to decreased accuracy of DNA replication and repair, increased oxidative stress due to impaired metabolism of reactive oxygen species, and loss of intrinsic mechanisms underlying elimination of cells with damaged DNA (5) (i.e., loss of p53 function that mediates senescence and apoptosis) (6). Restoration of these control mechanisms cannot be reached by drug-based interventions, making genomic instability seemingly “undruggable”. However, recent discoveries may lead to a cardinal revision of this paradigm.

There is a growing body of evidence revealing the existence of a specific, intrinsic mechanism that frequently occurs in cancer cells and is capable of generating genomic instability: activation of endogenous retrotransposons (7). In fact, epigenetic desilencing of LINE-1 (L1) retrotransposons, the most abundant family of self-replicating virus-like interspersed repeats, occupying more than 20% of the human genome, is observed in a high proportion of human tumors (8). Intact copies of L1 encode both ORF1p, an RNA-binding protein, and ORF2p, a multifunctional protein that combines reverse transcriptase (RT) and endonuclease (integrase) activities. ORF2p, with the assistance of ORF1p, performs the reverse transcription of L1 RNA into cDNA and integrates this new L1 copy into chromosomal DNA. In addition to replicating its own genome, L1 can generate cDNA copies of RNAs transcribed from short interspersed nuclear elements (SINEs) (9), an abundant class of nonautonomous retrotransposons (represented in primates by the Alu family of repeats), as well as RNAs transcribed from pericentromeric satellite DNA consisting of tandem repeats (10). On rare occasions, L1 RT can also reverse transcribe messenger RNAs, resulting in the appearance of intron-less, promoter-less cDNA copies of protein-coding sequences known as processed pseudogenes (11). In addition to L1-generated genetic instability (i.e., via insertional mutagenesis and endonuclease-generated DNA breaks), L1 also generates epigenetic instability by creating new copies of elements that are prone to epigenetic silencing (12). Tumor suppressors p53 and Rb have been shown to be involved in the control of epigenetic silencing of retrotransposons and satellite DNA; their loss results in the activation of “retrobiome” expansion (13) and thus provides an additional mechanistic explanation for the well-known connection between the loss of these tumor suppressors and genomic instability.

The desilencing of the retrobiome frequently occurs in cancer (14), likely as a consequence of global epigenetic reprogramming in tumor cells. This retrobiome activation leads to the induction of an antiviral inflammatory response, including the cGAS-STING pathway (triggered by the presence of cytoplasmic DNA synthesized by L1) and possibly other innate immunity receptors (15). This phenomenon, which we named transcription of repeats activates interferon (TRAIN (16)), is another important reflection of retrotransposon activity that contributes not only to cancer phenotype but also to aging-related inflammation since L1 activation can also occur in senescent cells (17).

The potential consequence of L1 desilencing in tumor cells opens the opportunity for pharmacological control over the progression of genomic instability in cancer, such as through use of pharmacological inhibitors of L1 RT activity. In fact, nucleoside reverse transcriptase inhibitor (NRTI) developed to treat HIV and hepatitis B infections (such as stavudine (STV), lamivudine, tenofovir, islatravir, etc.) (18) are capable of inhibiting L1 RT (19). The principal ability of this approach, i.e., utilizing NRTI to counteract L1-driven genomic instability, was demonstrated earlier in a model of RT-mediated retrotranspositions of pericentromeric satellite DNA (20). Furthermore, NRTI treatment was also capable of suppressing L1-mediated inflammation and expansion, as demonstrated in recent work from our and other groups (21, 22). These promising results led us to test the effects of NRTI on tumor development and progression—particularly on the frequency of acquisition of treatment resistance.

Here, we describe the results of this testing conducted in two mouse cancer models, MMTV-HER2/Neu (23) and Th-MYCN (24) mice, that spontaneously develop breast cancer and neuroblastoma, respectively. In both cases, NRTI treatment was found to have nearly no effect on cancer occurrence but demonstrated a profound delay in the onset of tumor relapses, thus greatly prolonging progression-free survival. To decipher the molecular mechanisms by which retrotransposons stimulate tumor cell survival during treatment, we undertook a detailed analysis of mouse breast cancer cells by either enforcing or inhibiting their retrotransposon activity and by analyzing the role of L1 expression in acquired drug resistance. This analysis brought us to the unexpected conclusion that tumor drug resistance, reversible by NRTI, is associated with elevated, constitutive NF-κB and interferon (IFN) type I responses induced by L1 activation. We conclude that the stimulation of tumor progression by L1 does not necessarily require retrotranspositions and can be driven by activation of proinflammatory, prosurvival mechanisms.

## Results

### NRTI Does Not Affect Tumor Occurrence but Prolongs Progression-Free Survival in Mouse Cancer Models.

To analyze the effect of NRTI on spontaneous tumor development and acquisition of resistance to treatment, we used MMTV-HER2/Neu mice carrying in their germline a transgenic cassette comprised of rat HER2/Neu cDNA under the control of the promoter from the long terminal repeat of mouse mammary tumor virus (MMTV) that drives tissue-specific expression of the proto-oncogene in the breast epithelium (23). 100% of MMTV-HER2/Neu females develop spontaneous breast tumors between 4 and 18 mo (23). To establish a model of acquired treatment resistance, we were interested in selecting a drug that was initially effective against primary tumors, relatively safe (thereby enabling long-term application), and allowed tumors to relapse regardless of continuous treatment. Most of the drugs tested were ruled out either due to prohibitive toxicity at efficacious doses (e.g., doxorubicin or cyclophosphamide) or insufficient efficacy (e.g., tamoxifen). The drug that satisfied our criteria was 17-dimethylaminoethylamino-17-demethoxygeldanamycin (17-DMAG) (Alvespimycin), a clinical-stage semisynthetic small-molecule derivative of the heat shock protein (Hsp90) inhibitor geldanamycin (25). Treatment of mice with established tumors with well-tolerated doses of 17-DMAG resulted in complete responses in most animals (Fig. 1*A* and *SI Appendix*, Fig. S1). Remission lasted between 6 and 20 wk, with an average of 11 wk of extension of mouse lifespan in the DMAG-treated mice (Fig. 1*A*), followed by tumor recurrence at the same site as the original tumor in 100% of animals. The antitumor effect of 17-DMAG was associated with inhibition of proliferation as determined by immunohistochemical (IHC) staining for Ki67 (Fig. 1*B*) and the induction of apoptosis manifested by IHC detection of activated caspase 3 (Fig. 1*C*). As expected for an Hsp90 inhibitor, the 17-DMAG treatment led to the activation of heat shock response (Fig. 1*D*) and a dramatic reduction in the levels of HER2/Neu protein (Fig. 1*E*), the stability of which is known to be dependent on Hsp90 (26). Thus, the MMTV-HER2/Neu mouse model appeared to be ideal for further assessment of the effects of NRTI on spontaneous breast tumor development, tumor response to chemotherapy using DMAG-17, and progression-free survival (time of refractory tumor relapses).

**Fig. 1.**
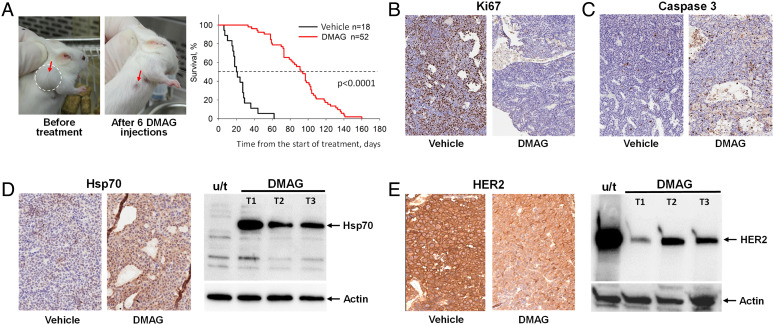
Response of mammary tumors in MMTV-HER2/Neu mice to 17-DMAG treatment. (*A*) 17-DMAG treatment (3–6 IP injections at 20 mg/kg dose) results in complete response in most tumors (as seen in representative photos) and significant extension of lifespan for tumor-bearing animals. *P* < 0.0001 for the difference in average lifespan (see dashed line in Kaplan–Meier survival plot) between untreated (20 d) and treated (100 d) mice, (Kaplan–Meier log-rank test). (*B–E*) Immunohistochemical staining of mammary tumors from mice given three IP injections of vehicle or 17-DMAG for Ki67, a marker of proliferation (*B*), activated caspase 3, a marker of apoptosis (*C*), Hsp70, an indicator of heat shock response activation (*D*), and HER2/Neu, which is regulated by Hsp90 (*E*). For *D–E*, western blot analysis of proteins in tumor extracts is provided (one tumor from an untreated (u/t) animal and three tumors from three different 17-DMAG-treated mice (T1–T3)), with actin serving as a housekeeping control.

To assess the effect of NRTI on tumor development, response to 17-DMAG and acquisition of treatment resistance, MMTV-HER2/Neu females were maintained on drinking water containing 1 mg/mL of STV (indicated as STV in figures). This dose was sufficiently efficacious to suppress the pathological effects of activated L1, as demonstrated in a recent work conducted in mice deficient for histone deacetylase Sirtuin 6 (*Sirt6*), a major contributor to the epigenetic repression of L1 (21). The experimental design is schematically illustrated in Fig. 2*A*. Mice at 2 mo of age were split into two groups that were then maintained either on regular water or water containing STV, and the time of tumor occurrence was registered. As shown in Fig. 2*B*, NRTI had no detectable effect on the time and incidence of breast tumor appearance and was well tolerated, as indicated by the lack of weight loss (*SI Appendix*, Fig. S1).

**Fig. 2.**
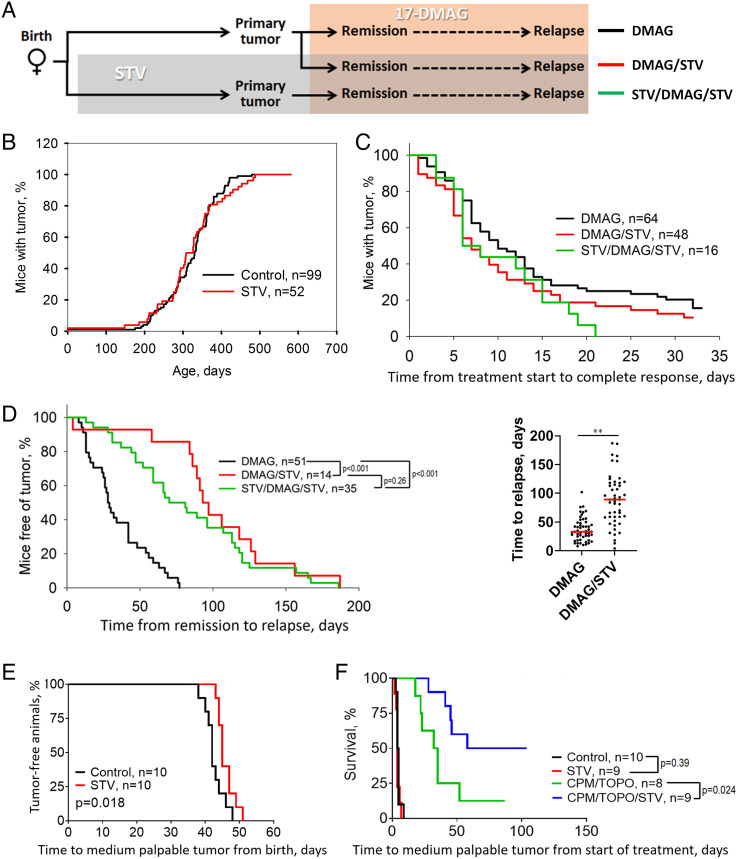
Effect of the NRTI STV on tumor development, the initial response to treatment, and relapse in MMTV-HER2/Neu and Th-MYCN mouse models. (*A*) Scheme of experiment with MMTV-HER2/Neu mice. Color codes on the right match the Kaplan–Meier curves in the panels *C* and *D*. (*B–D*) Effect of STV in drinking water and 17-DMAG IP injections on spontaneous breast tumor development in MMTV-HER2/Neu female mice. (*B*) Kinetics of tumor development in mice maintained on regular water or given STV-containing water from 8 wk of age. There were no statistically significant differences between the groups by Kaplan–Meier log-rank test. (*C*) Kinetics of tumor response to 17-DMAG treatment without STV treatment (“DMAG”) or with STV initiated at the time of tumor incidence (“DMAG/STV”) or 8 wk of age (“STV/DMAG/STV”). All mice had palpable tumors 5–100-mm^3^ size and started 17-DMAG treatment on day 0. There were no statistically significant differences among the groups by Kaplan–Meier log-rank test. (*D*) *Left* panel: Kinetics of 17-DMAG-resistant tumor relapse. All mice were free of palpable tumors on day 0 due to initial 17-DMAG treatment and continued 17-DMAG treatment for the duration of the experiment. STV-treated groups were started on STV-containing water at the time of DMAG treatment initiation (~44 wk; “DMAG/STV”) or 8 wk of age (“STV/DMAG/STV”). *Right* panel: dot plot of data from D with a red bar indicating median time to relapse. (*E*) Effect of STV in drinking water from weaning on spontaneous neuroblastoma development in Th-MYCN homozygous mice. (*F*) Effect of STV (in drinking water) on neuroblastoma growth and response to chemotherapy in Th-MYCN homozygous mice. (*P*-values for all survival curves were determined by Kaplan–Meier log-rank test).

When the tumors become palpable (8–30 mm^3^), 17-DMAG treatment was initiated and continued until the end of the observation period (Fig. 2*A*). The STV-treated group continued with NRTI-containing water, while the control group was split into two subgroups, with either the presence or absence of STV in drinking water. Treatment with 17-DMAG had a strong antitumor effect resulting in complete response in ~90% of animals (Fig. 2*C*). Neither the speed of antitumor effect of 17-DMAG nor the proportion of complete responses was affected by STV regardless of whether STV treatment was started before or simultaneously with 17-DMAG.

Although NRTI was ineffective as a cancer prophylactic and had no direct antitumor activity in the MMTV-HER2/Neu model of breast cancer, it caused a dramatic effect on tumor relapse, significantly delaying tumor recurrence and prolonging progression-free survival, on average, from 25 d in the control group to 70 d in mice that received STV both prophylactically and during the time of 17-DMAG treatment, and to 95 d in mice that started drinking water with NRTI only from the time of commencement of the 17-DMAG treatment (Fig. 2*D*).

Histological assessment of tumors that had regrown and progressed despite continuous 17-DMAG treatment indicated visible domain structures: multiple tumor lobes separated by connective tissue, indicative of their oligoclonal nature. In contrast, late progressing tumors in STV-treated mice did not exhibit lobular domain structures, potentially reflecting a lesser number of tumor-initiating clones that survived 17-DMAG treatment (*SI Appendix*, Fig. S2).

We evaluated whether NRTI treatment caused any change in tumor immunoreactivity that might contribute to significant extension of relapse-free survival by enhancing either responses to 17-DMAG or immune surveillance post-17-DMAG. To do so, the overall amounts and proportions of various classes of immunocytes in the tumors were estimated by analyzing RNA sequencing data obtained for tumors from each category (untreated, STV-treated, and recurrent tumors that regrew following 17-DMAG and 17-DMAG + STV treatments). As evident from the results of this analysis (*SI Appendix*, Fig. S3), there were no significant differences in the amounts or composition of tumor-infiltrating immunocytes between the four tumor subsets, indicating that the observed extension of relapse-free survival reflects intrinsic properties of the tumor cell population as opposed to effects mediated via modulation of antitumor immune response.

To check whether the effect of NRTI on tumor recurrence following chemotherapy is a general phenomenon or is limited to the MMTV-HER2/Neu–17-DMAG model, we used another spontaneous cancer model with a well-characterized response to chemotherapy, the Th-MYCN mouse model (24, 27). In Th-MYCN mice, human *MYCN* expression is driven by a rat tyrosine hydroxylase (Th) promoter resulting in the development of neuroblastomas originating predominantly from abdominal ganglion structures. Tumors in these mice are highly sensitive to a combination of topotecan and cyclophosphamide (28), a regimen that is commonly used for the treatment of neuroblastoma patients and where many patients relapse following initial complete response. The results obtained from the use of STV in this model is shown in Fig. 2, panels *E* and *F*. NRTI in drinking water had a weak effect when administered in a prophylactic regimen, causing less than a 4-d-long delay in tumor development (from 42 to 46 d post-birth, on average) in Th-MYCN homozygous mice (Fig. 2*E*). STV treatment alone had no antitumor effect; however, if given simultaneously with chemotherapy, it dramatically delayed tumor relapses and increased the proportion of animals with no relapses within 100 d following cotreatment with topotecan and cyclophosphamide (Fig. 2*F*).

These observations suggest that NTRI belongs to a new category of potential oncology drugs that do not have direct anticancer activity but, if used in combination with anticancer treatment, can delay the acquisition of treatment resistance, thereby prolonging progression-free survival.

### L1 Expression Raises, and RT Inhibition Reduces, the Frequency of Drug-Resistant Variants in Cancer Cell Population.

The RT domain encoded by L1 is the main source of reverse transcriptase activity in mammalian cells. L1 RT not only drives retrotranspositions of L1 but also supports the expansion of SINEs and can generate cDNA copies of RNAs transcribed from pericentromeric satellite DNA and mRNAs (creating processed pseudogenes) (10). Expression of L1 is expected to be associated with genomic instability, a well-documented property of cancer cells and a likely mechanism underlying the extensive evolutionary plasticity and adaptability of tumors. Therefore, we hypothesized that the observed slowdown of tumor progression associated with NRTI treatment is attributed to inhibition of L1’s RT activity and mutagenic effects. To test this hypothesis, we focused our analysis on determining the frequency of drug-resistant variants appearing in a population of murine breast carcinoma following chemotherapy and evaluating the potential dependence on L1 activity. Since tumors from MMTV-HER2/Neu are poorly adaptable to tissue culture, we instead used the well-characterized murine breast carcinoma-derived cell line, 4T1 (29).

To directly assess the effects of L1 expression on the frequency of drug-resistant cell variants, we generated a stable population of 4T1 cells with a tetracycline-inducible mouse L1 reporter construct that enables doxycycline-responsive, bidirectional expression of both firefly luciferase and a recoded mouse L1 construct harboring a retrotransposition readout cassette based on the secreted, superluminescent *Gaussia* luciferase (GLuc) (30). This L1 reporter line enables ultrasensitive detection of expressed retrotransposition events through the measurement of GLuc activity from the conditioned medium (Fig. 3*A*). The L1-encoding strand contains an intron at the 3′ end that disrupts a GLuc reading frame expressed on the opposite strand; thus, expression of functional GLuc protein requires the synthesis of an intact gene via the retrotransposition of the spliced, intronless L1 messenger RNA (mRNA). Inducibility of the L1 reporter is illustrated by immunofluorescent staining for L1 ORF1p in 4T1-tetL1(GLucAI) cells cultivated with or without doxycycline (Fig. 3*B*). The de novo synthesis and retrotransposition of intronless copies of L1(GLucAI) was proven by the induction of GLuc activity in the culture medium following doxycycline treatment. This effect is suppressed by nontoxic concentrations of STV added to the medium (Fig. 3*B*). As evident from global transcriptome analysis, the induction of L1 was associated with activation of NF-κB- and IFN-driven inflammatory pathways (Fig. 3 *C* and *D*). This response to L1 replication is expected, since products of reverse transcription are known to trigger inflammation via the cGAS-STING cytosolic DNA-sensing pathway (21).

**Fig. 3.**
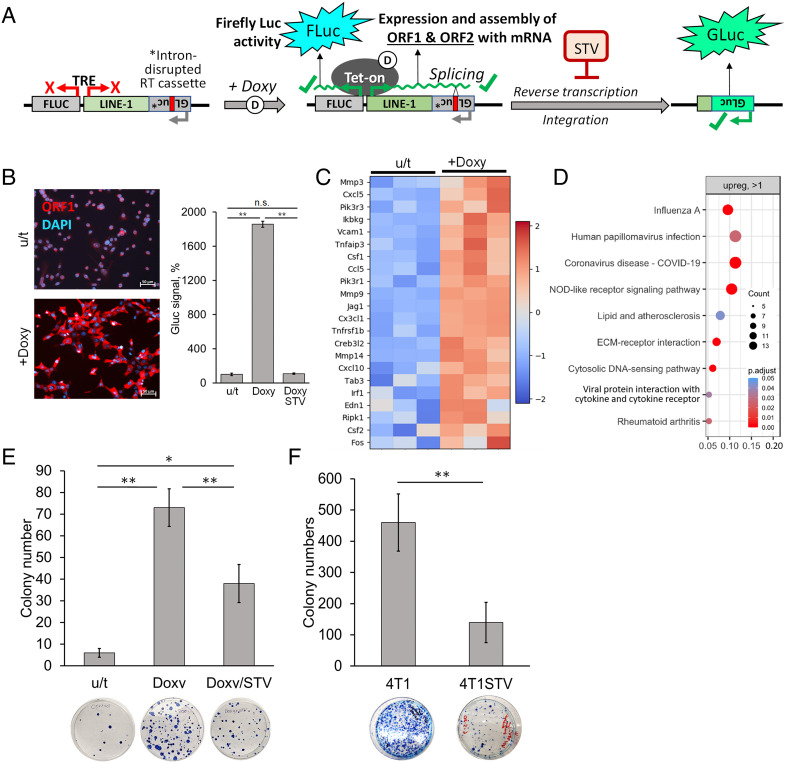
Phenotypic consequences of L1 induction in mouse 4T1 breast cancer cells. (*A*). Schematic description of the doxycycline-inducible L1 cassette stably integrated into 4T1-tetL1(GLucAI) cells. (*B*) Immunofluorescent staining shows induction of L1 ORF1 protein expression in 4T1-tetL1(GLucAI) cells following 48-h exposure to 400 ng/mL doxycycline (Doxy); *Right* panel shows the levels of Gaussia luciferase (Gluc) signal in the culture medium of 4T1-tetL1(GLucAI) cells following 48-h exposure to 400 ng/mL Doxy or 400 ng/mL Doxy and 10 μM STV. Untreated set at 100%. Error bars indicate SD in 3 of replicates, * means *P* < 0.05, ** means *P* < 0.001 (*C*) Heatmap of differentially expressed mRNAs identified by RNA-sequencing representing inflammatory response genes indicate activation of NF-κB and IFN type I pathways in 4T1-tetL1(GLucAI) cells following 48-h exposure to 400 ng/mL Doxy. The results of biological triplicates are shown as per-transcript z-score values for log2 of deseq2-normalized counts (based on RNA-seq data). (*D*) KEGG pathway enrichment for genes up-regulated with log2FC > 1 in the presence of Doxy (based on RNA-seq data). The results of biological triplicates are shown. (*E*) Colony formation assay with 4T1-tetL1(GLucAI) cells treated for 48 h with 1.5 μM 17-DMAG alone or together with 400 ng/mL Doxy or 400 ng/mL Doxy plus 10 μM STV. (*F*). Colony formation assay with 4T1 cells maintained in the absence or presence of 10 μM STV for 4 wk and treated with 1.5 μM 17-DMAG for 48 h. For *E* and *F*, Error bars indicate SD in 3 of replicates, * means *P* < 0.05, ** means *P* < 0.001. Photographs of representative plates for each treatment are shown below bar graphs.

We compared the frequency of cell variants capable of surviving 17-DMAG treatment in 4T1-tetL1(GLucAI) cells with and without L1 induction by doxycycline. To estimate the degree of drug resistance within a given cell population, we used clonogenic survival assays to calculate the proportion of cells capable of surviving a 48-h treatment of 1.5 μM 17-DMAG. In the absence of L1 induction, approximately 10^−4^ cells from the starting population retained clonogenicity following treatment. A nearly 10-fold increase in surviving clones was observed upon prior induction of the L1 cassette via doxycycline, an effect that was partially suppressed by STV (Fig. 3*E*). Neither doxycycline nor STV by themselves affected cell clonogenicity at the concentrations used (*SI Appendix*). These observations support a hypothesis that induction of L1 expression translates into an increased frequency of drug-resistant variants in a population of tumor cells.

Remarkably, long-term cultivation of 4T1 cells in the constant presence of STV results in a substantial (approximately, fourfold) reduction in the proportion of cells capable of clonogenic survival following 17-DMAG treatment, presumably due to suppression of background endogenous L1 activity (Fig. 3*F*).

### Mechanism of L1-Mediated Drug Resistance Is Associated with Activation of Proinflammatory Pathways.

To understand the mechanisms underlying L1-mediated drug resistance, we decided to characterize the fraction of 4T1 cells capable of surviving 17-DMAG treatment. The high frequency occurrence of such cells (~10^−4^) and unstable inheritance of their drug-resistant phenotype (*SI Appendix*, Fig. S3) argued against an acquired mutation(s)-based nature of resistance and suggested the involvement of epigenetic mechanisms underlying their properties. Therefore, we analyzed global transcriptomes of cell populations of drug-resistant variants enriched from several successive cycles of 17-DMAG treatment and selection. 

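The sequenced cells were 4T1, a mouse mammary carcinoma line, and 4T1R1 and 4T1R2, populations of 4T1 cells selected separately with 17-DMAG, a benzoquinone inhibitor of the chaperone HSP90. Each population was sequenced untreated and after exposure to 17-DMAG, with 3 libraries in each of the 6 groups. The SDs and P-values given here measure the spread between libraries of a population, not between separate selections. Both selected populations are compared with the same 4T1 population. A trait peculiar to that population would thus appear as a change in the same direction in both. The paper gives 1.5 µM 17-DMAG for 2 h (Fig. 4A), and the description of the deposited series also gives 2 h. The sample records of the deposited data give 48 h at the same dose. The deposited conditions of selection also differ from those in the paper, and neither enters the values given here. Total RNA was depleted of ribosomal RNA and made into stranded libraries. The authors aligned the reads to the mouse genome (mm10/GRCm38) with STAR and deposited the whole number of reads that featureCounts assigned to each gene symbol, without normalization. Of the genes listed, 18768 had a count in at least 1 library and 5653 had none. Totals per library ran from 28967737 to 31677553 in untreated 4T1 cells (median 29996238) and from 28493864 to 55094630 after 17-DMAG (median 31005195). They ran from 29561670 to 32560660 in untreated 4T1R1 cells (median 30978712) and from 26676031 to 30516715 after 17-DMAG (median 28707134). In 4T1R2 the totals were 23354461 to 31858733 untreated (median 26243913) and 33333754 to 35853025 after 17-DMAG (median 34521904). The ribosomal RNA precursor Rn45s still took 9.54% to 15.6% of the counts of a library. Among counts from 1 to 12, between 65.6% and 70.8% were even in each library, so the 2 reads of a fragment appear to have been counted separately and a count is a read, not a fragment. Of the 17-DMAG-treated 4T1 libraries, replicates 1 and 2 differed by less than the sampling noise and were counted as 1 sample. Their chi-square per gene, over genes with 4 to 30 counts in the pair, was 1.09, against 2.05 to 2.22 in the 17 other pairs of libraries of a shared condition. Their counts were therefore averaged, which leaves n = 2 for 17-DMAG-treated 4T1 cells and 17 libraries in all. The library names of 4T1R1 form a run separate from those of 4T1 and 4T1R2, so differences between 4T1R1 and 4T1 cannot be told apart from a difference between runs unless 4T1R2 shows them as well.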

Besides the basal levels of mRNA expression, we also analyzed the transcriptional response of the original 4T1 cells and their 17-DMAG-selected variants to 17-DMAG treatment. 

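All 17 libraries entered 1 fit with 6 groups, with counts scaled by edgeR's TMM factors, and 13507 genes passed edgeR's filterByExpr filter. Fold changes were tested with edgeR's quasi-likelihood test and adjusted over all genes tested by the Benjamini-Hochberg method, with 0.05 as the threshold. The fit assigned the genes a common biological coefficient of variation of 0.0376, so small differences between groups pass the threshold, and the size of each change is given beside it. In counts simulated from the means and depths of these libraries for 13507 genes, with 200 genes changed, the test called 88.9% of the genes changed 2-fold and 80.6% of those changed by 0.5 on the log2 scale, and 7.22% of its calls were unchanged genes. That share is above the threshold of 0.05. In the data 7115 genes were called between untreated 4T1R1 and untreated 4T1, so these rates need not hold for the tests given here. The response to 17-DMAG was tested within each population, and the difference between the responses of a resistant population and 4T1 was tested as an interaction. With these tests, 2482 genes rose and 2430 fell after 17-DMAG in 4T1 cells. In 4T1R1 cells 1873 rose and 1938 fell, and in 4T1R2 cells 833 rose and 588 fell. Removing a library changed the last of these counts most: 374 genes fell without untreated 4T1R2 replicate 2 and 367 without 17-DMAG-treated 4T1R2 replicate 1. The scaling of the libraries moved these counts more than any other choice of method apart from a minimum fold change. With libraries scaled by their total count alone, the median of all genes shifted by −0.11 (log2) in 4T1 cells, and 1194 genes rose and 4323 fell there. Lists of genes driven by HSF1, by NF-κB and by type I interferon were written before the data were examined and were tested as sets with limma's camera at a preset correlation between genes of 0.01. Replacing camera by fry withdrew no call of these lists. Fry asks whether a list changed at all and camera whether it changed more than other genes, so fry is a weak check of a camera call. With a correlation estimated from these libraries, camera no longer called the HSF1 list in untreated 4T1R1, nor the interferon list after 17-DMAG in 4T1 and 4T1R2 or in its differences of response from 4T1.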

Being an HSP90 inhibitor, 17-DMAG is expected to induce heat shock response, which could be manifested by activation of HSF1-driven transcriptional activation of genes encoding heat shock proteins. We were interested to see whether resistant cells would retain the ability to react to 17-DMAG. Finally, we planned to determine whether cells selected as 17-DMAG resistant would also possess resistance to other stresses.

The scheme used for the transcriptome analysis experiment is shown in Fig. 4*A*. First, several independent 17-DMAG-resistant cell populations were selected. Their resistance to the HSP90 inhibitor was confirmed, as shown in Fig. 4*B*, and treatment with STV caused partial but significant sensitization to the drug. Resistance of the selected population was not limited to 17-DMAG, as they displayed increased ability to survive treatment with doxorubicin, a drug with an unrelated mechanism of action. As with 17-DMAG, STV treatment caused a partial loss of resistance to doxorubicin (Fig. 4*C*). Notably, STV reduced the number of cells surviving doxorubicin treatment not only in 17-DMAG-resistant but also in parental 4T1 cells, suggesting that NTRI reduces the subpopulation of tumor cells that drive tumor recurrence following chemotherapy and thereby extends relapse-free survival. Thus, the effect of RT inhibition on tumor cell resistance to therapy is not limited to 17-DMAG and is likely to be true for other anticancer treatments. This conclusion is further supported from our above described results obtained in mouse neuroblastomas treated with topotecan and cyclophosphamide (Fig. 2*F*).

**Fig. 4.**
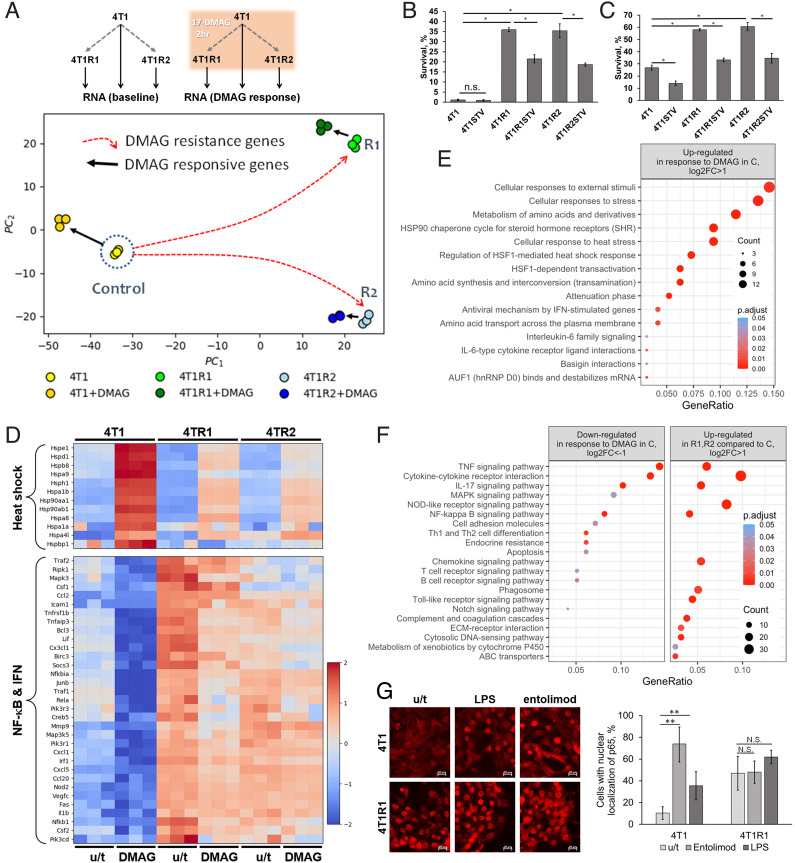
Analysis of transcriptome and phenotype of mouse 4T1 breast cancer cells selected for resistance to 17-DMAG. (*A*) Scheme of transcriptome analysis (*Top*) and PCA plot (*Bottom*). (*B* and *C*) Cytotoxicity assays were performed with parental 4T1 cells and two populations selected for 17-DMAG resistance (4T1R1 and 4T1R2). Cells were treated for 48 h with 1.5 μM 17-DMAG (*B*) or 250 ng/ml doxorubicin (*C*) in the absence or presence of 10 μM STV. For *B* and *C*, error bars indicate SD in 3 of replicates *, *P* < 0.05; n.s., not significant. (*D*) Heatmap derived from RNA-seq data indicating transcriptional changes associated with selection for 17-DMAG resistance and occurring in response to 17-DMAG treatment. *Top*: Hsp genes differentially expressed with adjusted *P*-value < 0.05, log2FC > 0.25; *Bottom*: genes from KEGG Pathway mmu04668 TNF signaling pathway differentially expressed with adjusted *P*-value < 0.05, log2FC > 0.25 C, control/parental 4T1 cells; R1 and R2, 17-DMAG-resistant selected populations 4T1R1 and 4T1R2. The results of biological triplicates are shown as per-transcript z-score values for log2 of deseq2-normalized counts. (*E*) KEGG pathway enrichment for genes up-regulated with log2FC >1 in response to 17-DMAG in 4T1 cells (based on RNA-seq data). (*F*) KEGG pathway enrichment for genes down-regulated with log2FC <−1 in 4T1 cells in response to 17-DMAG and up-regulated with log2FC >1 in 17-DMAG-resistant cells compared with parental 4T1 cells (based on RNA-seq data). (*G*) Immunofluorescent staining of NF-κB subunit RelA in 4T1 cells and their 17-DMAG-resistant variant 4T1R1 left untreated (control) or treated with NF-κB-activating agonists of TLR4 (31) or TLR5 (entolimod). The bar graph on the right shows quantitation of the immunofluorescence results in terms of the proportion of cells with nuclear RelA signal (indication of NF-κB activation). Mean ± SD for 10 view fields. **, *P* < 0.001; N.S., not significant.

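Of the Hsp genes in Fig. 4D, 12 were tested, and of the TNF signaling genes in Fig. 4D, 33. Both sets were chosen by the study as differentially expressed in these libraries, so their tests are not independent evidence. The median log2FC of the Hsp genes after 17-DMAG was 1.45 in 4T1, 0.81 in 4T1R1 and 0.60 in 4T1R2 cells, with 12, 10 and 10 genes higher at an adjusted P-value under 0.05 from edgeR's quasi-likelihood test. Without treatment, the same genes had a median of −0.19 in 4T1R1 and −0.064 in 4T1R2 relative to 4T1. The TNF signaling genes had a median log2FC of −0.67 after 17-DMAG in 4T1 cells, where 27 were lower, or −0.52 with the 3 genes that were at or under 3 counts in a whole group set to the bound their counts allow. In 4T1R1 the median was −0.44 with 26 genes lower (29 when adjusted over the list alone), and in 4T1R2 it was −0.15 with 10 lower (15 when adjusted over the list alone). Before treatment, 33 of these genes were higher in 4T1R1 than in 4T1 (median 0.83) and 29 in 4T1R2 (median 0.49; 30 when adjusted over the list alone). In the heat map each gene is set to its own mean and SD over the libraries, so equal colours in different genes can stand for different fold changes.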

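The gene sets behind the enrichments of Fig. 4E and 4F were counted with the adjusted P-values of edgeR's quasi-likelihood test and a change of at least 2-fold. In 4T1 cells 199 genes rose and 171 fell by this measure after 17-DMAG. In 4T1R1 cells 39 rose and 36 fell, and in 4T1R2 cells 16 rose and 16 fell. Relative to untreated 4T1, 746 genes were higher in untreated 4T1R1 and 628 in untreated 4T1R2, of which 459 were shared, while 240 and 338 were lower, of which 145 were shared.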

Total RNA sequencing data were analyzed using principal component analysis. Independently selected cell populations displayed similar changes in gene expression patterns as evident from their projection to the major Principal Component Analysis (PCA) axis (PC1) (Fig. 4*A*). 

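Principal components were computed from log2 of the normalized counts + 1 of the genes tested, centred and not scaled. PC1 held 41.6% of the variance, PC2 16.5% and PC3 8.33%. On PC1, untreated 4T1 cells lay at −51.0 ± 0.308 (SD, n = 3), untreated 4T1R1 cells at 28.0 ± 0.690 (SD, n = 3) and untreated 4T1R2 cells at 22.8 ± 0.421 (SD, n = 3). The resistant populations were thus 79 and 73.8 units from 4T1 in the same direction, many times the spread between replicate libraries of a population. Their own difference on PC1 was smaller but also beyond that spread. 4T1R2 lay at 93.5% of the distance from 4T1 to 4T1R1, and at 104% with genes scaled to unit variance, the choice that moved this position most. PC2 separated the populations from each other, with 4T1R1 at −22.8 ± 0.938 and 4T1R2 at 27.9 ± 1.20 (SD, n = 3 each). Between untreated 4T1R2 and untreated 4T1R1, 5235 genes differed at an adjusted P-value under 0.05 from edgeR's quasi-likelihood test. The libraries of 4T1R1 and 4T1R2 belong to separate runs, so these genes and the distances between these populations cannot be told apart from a difference between runs. The distance of 4T1R2 from 4T1 on PC2, 26.5 units, lies within a shared run.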

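After 17-DMAG, the libraries of 4T1, 4T1R1 and 4T1R2 moved by −49.4, −21.4 and −15.5 units on the third principal component and by −6.08, −7.53 and −5.14 units on the first. Of the 4912 genes changed after 17-DMAG in 4T1 cells (adjusted P-value under 0.05 from edgeR's quasi-likelihood test), 80.5% changed in the same direction in 4T1R1 and 79.3% in 4T1R2. Chosen the other way, 82.1% of the 3811 genes changed in 4T1R1 and 91.1% of the 1421 genes changed in 4T1R2 moved in the same direction in 4T1. Each of these comparisons has its own untreated libraries, so none is shared between them. The genes that rose in 4T1 and in a resistant population numbered 1090 for 4T1R1 and 627 for 4T1R2, against 344 and 153 expected from the sizes of the sets, and those that fell in both numbered 1104 and 419, against 349 and 106 expected. Across all genes, which are not independent replicates, Pearson's r between the log2FC in 4T1 and that in the resistant population was 0.334 for 4T1R1 and 0.255 for 4T1R2. The sizes of the changes differed. Of the 370 genes changed at least 2-fold in 4T1, 369 changed less in 4T1R1 and 367 less in 4T1R2, with a median ratio of the log2FC to that in 4T1 of 0.313 and 0.192. Choosing genes by their change in 4T1 favors this outcome. Of the 75 genes changed at least 2-fold in 4T1R1, 41 changed less in 4T1 (median ratio 0.685), and of the 32 in 4T1R2, 22 changed less in 4T1 (median ratio 0.375).

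**Figure D1:**
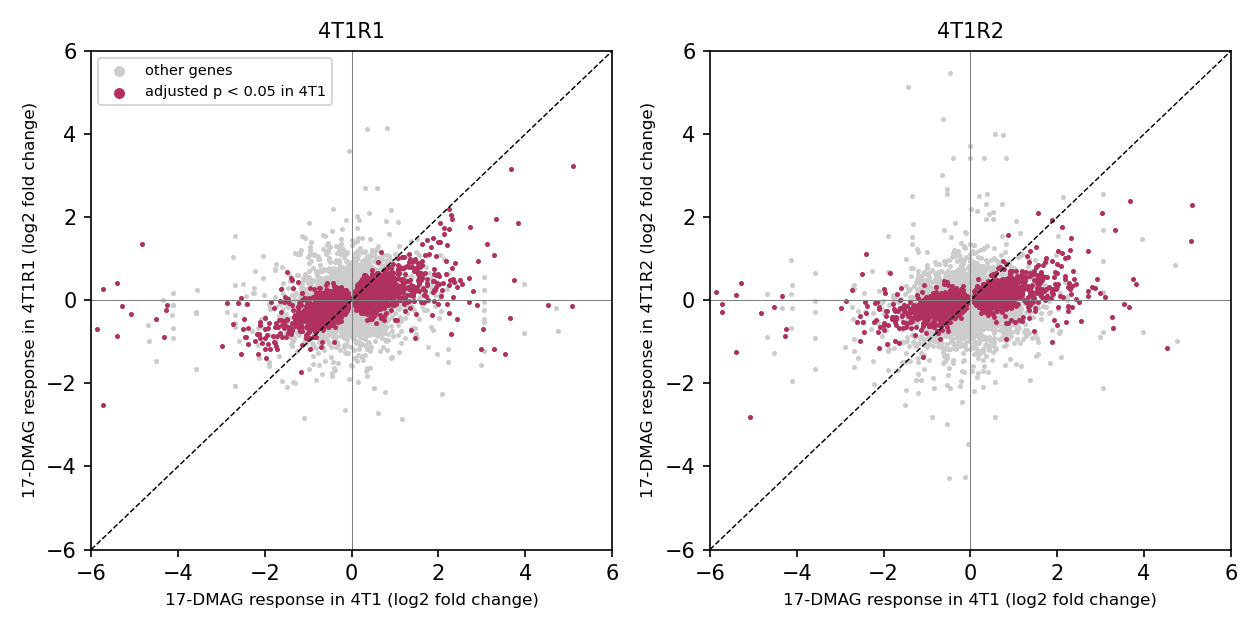
Log2 fold change after 17-DMAG of each tested gene in 4T1R1 (left) and 4T1R2 (right) against that in 4T1, with the genes that changed in 4T1 at an adjusted P-value under 0.05 in color, the dashed line marking equal responses, and the axes ending at 6, which leaves 1 gene outside. Most colored genes lie on the same side of 0 in both populations and nearer to 0 in the resistant population than the dashed line.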

Similar changes in gene expression patterns following 17-DMAG treatment were observed, indicating similar physiological responses to 17-DMAG inhibitor regardless of whether the cell population was resistant or not.

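Untreated 4T1R1 cells differed from untreated 4T1 cells in 7115 of the genes tested, with 3404 higher and 3711 lower, and untreated 4T1R2 cells in 7082, with 3454 higher and 3628 lower (edgeR's quasi-likelihood test). With total counts as the only scaling, 3296 genes were lower in 4T1R1, and 3105 were higher without untreated 4T1 replicate 3. Of 10502 genes with a mean of at least 100 normalized counts in either group, 5965 were called in 4T1R1 with no overlap between the libraries of the groups, where chance gives an overlap-free split in 10% of genes for 3 libraries against 3. The genes named next were picked by a rule set before the data were examined, as the 3 largest fitted changes in each direction among genes with at least 100 normalized counts in the higher group and no overlap between groups. For genes at or under 3 counts in a whole group the fitted change depends on the fit's treatment of small counts, and their order by the bounds that follow can differ. Ehf, which encodes an epithelial transcription factor (chromosome 2, 103263433 to 103303278 in GRCm38), had no count in untreated 4T1 cells and 1421 ± 30.7 normalized counts in 4T1R1 and 1807 ± 180 in 4T1R2 (SD, n = 3 each), at least 474-fold and 602-fold higher. The chemokine gene Ccl2 (chromosome 11, 82035571 to 82037453) was at least 415-fold higher in 4T1R1 and at least 25.3-fold in 4T1R2, and its neighbor Ccl7 at least 49.5-fold in 4T1R1. In 4T1R2 Ccl7 had a mean of 3.12 normalized counts and a bound of only 1.04-fold. Its rise in 4T1R1 thus cannot be told apart from a difference between runs. Lrrk2 was at least 342-fold, Rims2 at least 60.4-fold and Zfp518b at least 33.5-fold lower in 4T1R1. No 4T1R2 value is given here for Lrrk2 and Rims2, so their falls are not separated from a difference between runs. In 4T1R2, Nos2 (chromosome 11, 78920787 to 78960254) rose from 2.07 ± 3.59 to 1274 ± 86.9 normalized counts (adjusted P-value 6.14e-33), with a log2FC of 9.19 that became 13.3 without untreated 4T1 replicate 1, and Dock11 was at least 35.7-fold higher. Zfp518b was at least 33.5-fold lower there as well, and the log2FC of Rhox5 and Zfp612 were −6.50 (standard error 0.187) and −5.47 (standard error 0.401), the latter −6.43 without untreated 4T1R2 replicate 3. After 17-DMAG, the largest rises in 4T1 were those of Hspa1b, Tex14 (log2FC 3.75) and Hsph1, and the largest falls those of the immediate-early genes Fos (−4.28, standard error 0.236), Egr1 (−2.87, standard error 0.143) and Fosb (−2.54, standard error 0.148). In 4T1R1 they were those of Hspa1b, Hspa8 and Dnaja1 (1.86) and of Bmf (−1.30), Klf2 (−1.28) and Zc3h12a (−1.07), and in 4T1R2 those of Hspa1b, Hspa8 and Prune2 (1.29) and of Bmf (−0.98), Fos (−0.86) and 1700109K24Rik (−0.85).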

The analysis of differentially expressed genes defining the positions of cell populations on the PCA graph confirmed this interpretation and indicated the nature of the biological processes underlying drug resistance and 17-DMAG response mechanisms. Two major types of transcriptional responses were found to be involved in these processes. As expected from its mechanism of action (HSP90 inhibition), 17-DMAG treatment induced an HSP-1-driven heat shock response evident from the heat map of gene sets associated with differential gene expression revealed by PCA positions (Fig. 4*D*), their functional assessment revealed by KEGG analysis (Fig. 4*E* and *SI Appendix*, Fig. S4), and confirmed by qPCR (*SI Appendix*, Fig. S4). This observation indicates that the acquisition of 17-DMAG resistance was not associated with the loss of cell response and susceptibility to the HSP90 inhibitor.

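The list of HSF1 targets written before the data were examined held 43 chaperone and co-chaperone genes, of which 42 were tested and 12 are also in Fig. 4D. After 17-DMAG its median log2FC was 1.03 in 4T1 cells, with 36 genes higher and 2 lower over all genes tested (38 and 2 when adjusted over the list alone). The members not shown in Fig. 4D, the choice that moved this value most, had a median of 0.60. Hsph1, which encodes an HSP110 chaperone (chromosome 5, 149614287 to 149636376 in GRCm38), rose from 10820 ± 427 (SD, n = 3) to 71120 ± 2030 (SD, n = 2) normalized counts in 4T1. Its log2FC was 2.72 (standard error 0.0347, adjusted P-value 3.33e-41, edgeR's quasi-likelihood test) in 4T1, 1.75 (standard error 0.0321) in 4T1R1 and 1.18 (standard error 0.0316) in 4T1R2. Hspa1b (chromosome 17, 34956436 to 34959238) rose from 490.4 ± 24.6 to 16910 ± 225 normalized counts in 4T1, a log2FC of 5.11 (standard error 0.0492), with 3.22 (standard error 0.0484) in 4T1R1 and 2.29 (standard error 0.0471) in 4T1R2. Hspa1b has a near-identical neighboring copy, Hspa1a, and how the authors' counting divided reads that match both is not known, so the values of Hspa1b are uncertain to that extent.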

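In 4T1R1 the HSF1 target list rose by a median log2FC of 0.58 after 17-DMAG, with 29 genes higher and 1 lower over all genes tested (30 and 1 when adjusted over the list alone). In 4T1R2 it rose by 0.37, with 31 higher and 0 lower (32 and 0 when adjusted over the list alone). Both responses were smaller than that of 4T1 when the difference itself was tested. The median difference from the response of 4T1 was −0.33 in 4T1R1 and −0.55 in 4T1R2. Over single genes, this difference was negative for 31 of the list in 4T1R1 (33 when adjusted over the list alone) and for 32 in 4T1R2. It was positive for 2 in each. The response of Hspa1b differed from that in 4T1 by −1.88 (log2, standard error 0.0737) in 4T1R1 and by −2.81 (standard error 0.0717) in 4T1R2, with adjusted P-values of 1.42e-22 and 4.66e-29 from edgeR's quasi-likelihood test. Without treatment, the list stood at a median of −0.16 in 4T1R1 relative to 4T1 and of −0.045 in 4T1R2, the latter −0.018 without untreated 4T1 replicate 3. Single genes went both ways there, with 7 higher and 28 lower in 4T1R1 (7 and 29 when adjusted over the list alone) and 16 higher and 17 lower in 4T1R2 (16 and 18).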

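Of 72 NF-κB target genes listed before the data were examined, 67 were tested, and 22 of the list are also in Fig. 4D. In 4T1 cells their median log2FC after 17-DMAG was −0.56, with 41 lower and 7 higher, the same when adjusted over the list alone. With the 9 members at or under 3 counts in a whole group set to the bound their counts allow, the median was −0.43, and it was −0.53 over the 58 others. Among the alternative fits, scaling by total counts alone moved this median most, to −0.67. In 4T1R1 the median was −0.37, with 43 lower and 5 higher (47 and 5 when adjusted over the list alone), and in 4T1R2 −0.14, with 15 lower and 5 higher (21 and 6). These 3 calls held under fry and under camera with an estimated correlation. Nfkbia, which encodes the NF-κB inhibitor IκBα (chromosome 12, 55489410 to 55492647 in GRCm38), fell from 1216 ± 39.8 (SD, n = 3) to 283.3 ± 11.8 (SD, n = 2) normalized counts in 4T1. Its log2FC was −2.11 (standard error 0.0672, adjusted P-value 7.00e-27, edgeR's quasi-likelihood test) in 4T1, −0.59 (standard error 0.0427, adjusted P-value 3.84e-14) in 4T1R1 and −0.16 (standard error 0.0426, adjusted P-value 0.00827) in 4T1R2. Without untreated 4T1R2 replicate 3, the fall in 4T1R2 was −0.12 and was no longer called. Cxcl1, which encodes a neutrophil chemokine (chromosome 5, 90891241 to 90893115), had log2FC of −2.43 (standard error 0.125) in 4T1 and −0.88 (standard error 0.0560) in 4T1R1. In 4T1R2 its log2FC was −0.053 (standard error 0.0553, adjusted P-value 0.623), a change not larger than the spread between replicates and of opposite sign without untreated 4T1R2 replicate 3. Junb fell by 1.76 on the log2 scale in 4T1, 0.65 in 4T1R1 and 0.21 in 4T1R2. Of 50 short-lived transcripts of other pathways, also listed before the data were examined and sharing 0 genes with the NF-κB list, 31 fell in 4T1 and 11 rose (32 and 11 when adjusted over the list alone), with a median of −0.49. That list had medians of −0.17 in 4T1R1 and −0.074 in 4T1R2.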

Another major pattern of transcriptional response observed in all 17-DMAG-treated populations was a substantial reduction in the expression of genes encoding inflammation-associated factors commonly controlled by NF-κB (Fig. 4*D*). This is also an expected consequence of heat shock response known to be associated with general inhibition of nonchaperone gene translation (32) and known to suppress the NF-κB signaling and inflammation (33–35). Since constitutively active NF-κB is a universal property of cancer cells, essential for their viability (36), the reduction in NF-κB-driven transcription of prosurvival factors following 17-DMAG treatment is the likely reason for its anticancer effect.

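For each library, the level of a gene list was taken as the median over its members of the log2 normalized count relative to the mean of the untreated 4T1 libraries. The NF-κB list stood at −0.00113 ± 0.028 in untreated 4T1 (SD, n = 3) and fell to −0.534 ± 0.022 after 17-DMAG (SD, n = 2). In 4T1R1 it stood at 0.886 ± 0.094 untreated and 0.599 ± 0.021 after 17-DMAG (SD, n = 3 each), and in 4T1R2 at 0.676 ± 0.036 and 0.59 ± 0.039 (SD, n = 3 each). The fall within each population exceeded the spread between replicates, and every library of a treated resistant population remained above every library of untreated 4T1. For 3 libraries against 3, the smallest P-value that an exact permutation test allows is 0.1.

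**Figure D2:**
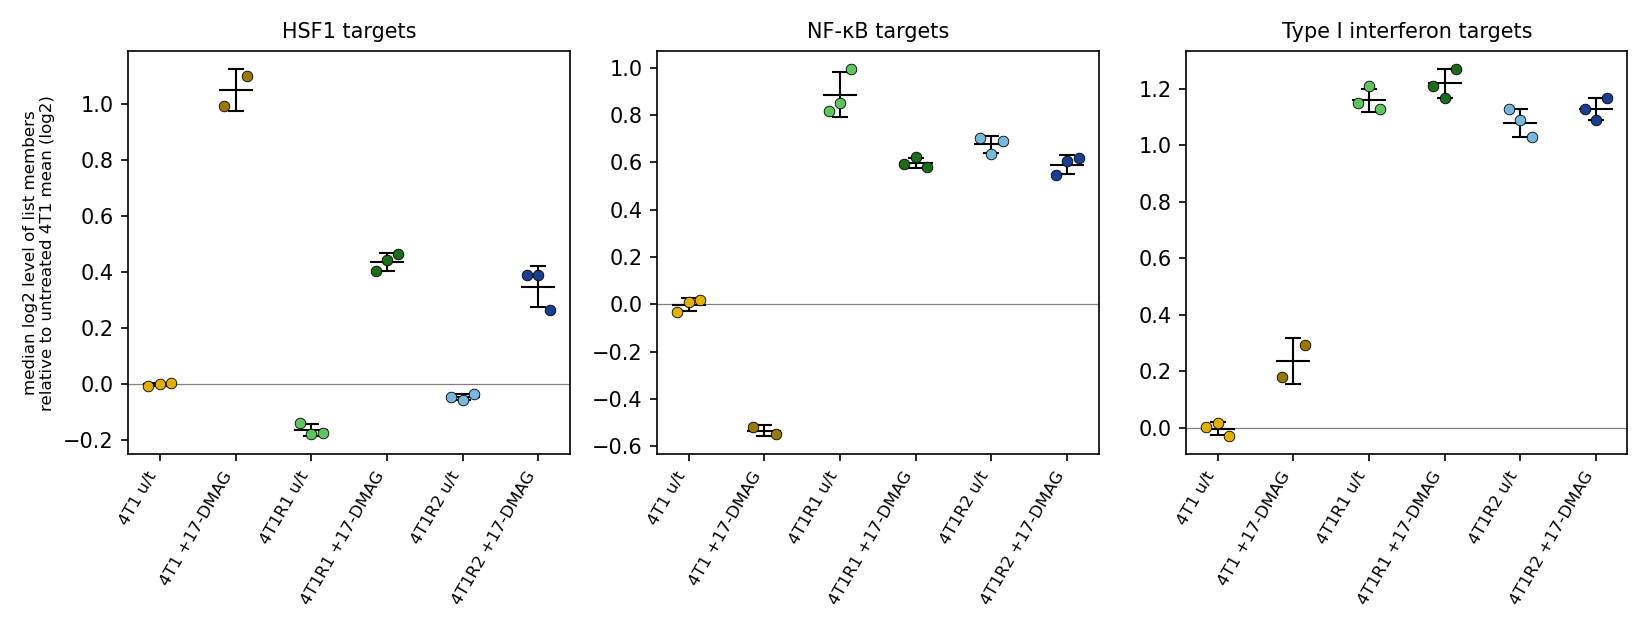
Median log2 level of the HSF1, NF-κB and type I interferon target lists in each library (points), relative to the mean of untreated 4T1 (u/t), with the mean and SD of each group as lines. The NF-κB lists of the resistant populations lie between 0.546 and 0.993 with and without 17-DMAG, while those of 4T1 lie near 0 untreated and between −0.55 and −0.519 after 17-DMAG.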

While the direction of changes in transcriptional response to 17-DMAG (suppression of NF-κB-mediated transcription) was similar in both parental (17-DMAG-sensitive) and 17-DMAG-resistant cells (Fig. 4 *A* and *D* and *SI Appendix*, Fig. S5), the baseline levels of NF-κB transcription were dramatically different. 

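Before any treatment, the NF-κB target list had a median log2FC of 0.89 in 4T1R1 relative to 4T1, with 56 genes higher and 2 lower (58 and 2 when adjusted over the list alone). In 4T1R2 the median was 0.72, with 54 higher and 4 lower (55 and 4 when adjusted over the list alone). With the 8 members at or under 3 counts in a whole group set to their bound, the medians were 0.885 and 0.708. The choice that moved them most was a minimum of 10 counts in every library, which removes genes with few counts in any library and gave 0.73 and 0.49. Nfkbia had 3038 ± 81.7 normalized counts in 4T1R1 and 2664 ± 131 in 4T1R2 (SD, n = 3 each), with log2FC of 1.32 (standard error 0.0448) and 1.13 (standard error 0.0455) relative to 4T1. Cxcl1 rose by a log2FC of 3.01 (standard error 0.0664, adjusted P-value 8.71e-33, edgeR's quasi-likelihood test) in 4T1R1 and of 2.66 (standard error 0.0674, adjusted P-value 1.63e-30) in 4T1R2. Cxcl5, on chromosome 5 from 90759360 to 90761624 of GRCm38, had 679.4 ± 49.1 normalized counts in 4T1, 11320 ± 1070 in 4T1R1 and 12590 ± 165 in 4T1R2 (SD, n = 3 each), with log2FC of 4.06 and 4.21. Rela, which encodes the NF-κB subunit stained in Fig. 4G, rose by only 0.25 (standard error 0.0490, adjusted P-value 3.32e-05) and 0.19 (standard error 0.0496, adjusted P-value 0.00120).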

As illustrated by Fig. 4 *D* and *F* and *SI Appendix*, Fig. S6, selection for 17-DMAG resistance was associated with a general increase in NF-κB signaling, indicative of the acquisition of a constitutive elevation of proinflammatory response by resistant cells. In fact, immunofluorescent staining demonstrated that the proportion of cells with constitutive presence of RelA (NF-κB subunit) protein in the nuclei of the resistant cell population was similar to that of sensitive cells following transient induction via treatment with the proinflammatory agents, TLR4 agonist lipopolysaccharide (31, 37) and TLR5 agonist, bacterial flagellin derivatibe entolimod (38) (Fig. 4*G*).

The remarkable coincidence of the functional profiles of genes up-regulated by 17-DMAG-resistant cells and genes that are down-regulated in response to 17-DMAG is indicated by comparison of KEGG analysis of differentially expressed genes (Fig. 4*F*). Thus, suppression of prosurvival NF-κB transcription in 17-DMAG-resistant cells in response to the drug, though similar in scale, was never as complete as in sensitive parental cells because of the much higher basal levels of NF-κB activity in the 17-DMAG-resistant cells, presumably enabling their survival during otherwise deadly stresses.

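Of the 171 genes that fell at least 2-fold after 17-DMAG in 4T1, 24 were among the 459 at least 2-fold higher in both resistant populations, against 5.81 expected over the genes tested (odds ratio 4.84). Asking for 10 counts in every library, the choice that moved this overlap most, left 14, since it also removes genes whose counts are low only after 17-DMAG, such as Fas. The 24 genes are Asb2, Blnk, Bmf, Casp4, Ccl20, Cd40, Cldn9, Csf2, Csf3, Cxcl1, Fas, Galnt15, Gdpd5, Grhl3, Hmgcll1, Ifitm6, Irg1, Lrrc75b, Nfkbia, Rnf19b, Serpina3g, Slfn2, Zbtb7c and Zc3h12a, of which Ccl20, Cd40, Csf2, Csf3, Cxcl1, Fas, Nfkbia and Zc3h12a are on the NF-κB target list. The comparisons share the untreated 4T1 libraries, which favors overlaps of changes in the same direction and not of opposite changes. Genes that rose at least 2-fold after 17-DMAG overlapped with the same 459 genes in 48 of 199, against 6.76 expected (odds ratio 9.97), and genes that fell overlapped with the 145 lower in both resistant populations in 12, against 1.84 expected (odds ratio 7.49).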

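After 17-DMAG, the NF-κB target list in the resistant populations was still above its level in untreated 4T1 cells, by a median log2FC of 0.60 in 4T1R1 and 0.58 in 4T1R2, with 50 genes higher in each (51 in each when adjusted over the list alone). Relative to 17-DMAG-treated 4T1, the medians were 1.37 and 1.35. The fall of the list was smaller than that in 4T1 by a median of 0.23 in 4T1R1 and of 0.46 in 4T1R2. Over the 58 members above 3 counts the differences were 0.21 and 0.35, and over the members not shown in Fig. 4D they were 0.080 and 0.31. Over single genes, the difference from the response of 4T1 was positive for 25 and negative for 7 in 4T1R1 (26 and 7 when adjusted over the list alone). In 4T1R2 it was positive for 31 and negative for 4 (35 and 4). Some members rose after 17-DMAG, so these counts are not all of smaller or larger falls. For Nfkbia, the fall was smaller by 1.52 (log2, standard error 0.0808, adjusted P-value 1.95e-18 from edgeR's quasi-likelihood test) in 4T1R1 and by 1.94 (standard error 0.0803, adjusted P-value 4.19e-22) in 4T1R2. The paper describes the fall of NF-κB-driven transcription as similar in scale in resistant and parental cells. It concludes that the suppression is less complete in resistant cells because their level before treatment is much higher. It proposes that the remaining transcription lets them survive. The smaller fall of the list given here is not part of that argument.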

Similar effects (proinflammatory response and drug resistance) can be induced in 4T1 cells by activation of L1 in an inducible system (see Fig. 3 *C* and *D*), with the NRTI STV, in both cases, partially reverting the drug-resistant phenotype (Figs. 3*E* and 4 *B* and *C*). Furthermore, the cultivation of 4T1 cells in the presence of NRTI dramatically reduces the proportion of surviving cells following 17-DMAG treatment (Fig. 3*F*) and prolongs progression-free survival of tumor-bearing mice following initial treatment response (Fig. 2 *D* and *F*). These observations suggest (see the model in Fig. 5 *A* and *B*) that treatment with the HSP90 inhibitor favors survival of rare cells in the population with spontaneously active L1 transcription that was translated into a prosurvival inflammatory response. To test this assumption, we compared the expression of L1 in control and drug-resistant populations of 4T1 cells at the protein and RNA levels. As shown in Fig. 5*C*, immunofluorescent staining revealed L1’s ORF1 protein expression in the cytoplasm of the majority of drug-resistant cells and only in a small proportion of the parental population of 4T1 cells. Computational analysis of the abundance of transcripts revealed the elevated expression of various classes of retroelements, including L1, in resistant cell populations (Fig. 5*D* and *SI Appendix*, Fig. S7). These results were confirmed by quantitative RT-PCR (Fig. 5*E*).

**Fig. 5.**
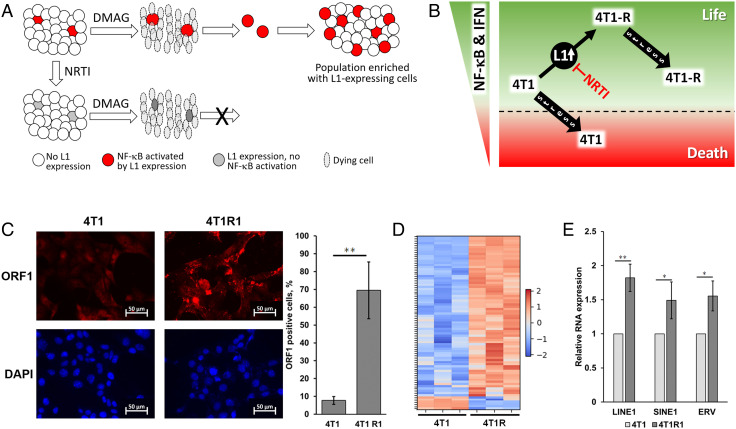
Drug resistance of 4T1 cells is associated with upregulation of retrotransposons. (*A*) Schematic description of the proposed mechanism by which drug-resistant cell populations arise due to induction of proinflammatory and prosurvival responses (e.g., NF-κB and IFN type 1 pathways) by activated L1. This mechanism can be blocked by NRTI-mediated inhibition of LI reverse transcriptase. 17-DMAG is shown as a representative anticancer drug. (*B*) Schematic illustration of the hypothetical mechanism of L1-mediated drug resistance is suggested by our results. Activation (desilencing) of L1 leads to increased basal levels of NF-κB and IFN type 1 pathways, which allows cells to survive stresses such as anticancer drug treatment. This prosurvival response can be abrogated by inhibition of L1 reverse transcriptase activity by NRTI. (*C*) Detection of L1 expression in parental 4T1 cells and in a cell population selected for 17-DMAG resistance (4T1R1) by immunofluorescent staining of L1 ORF1 protein. The bar graph on the right shows the quantitation of staining results. Mean ± SD for 10 view fields. **, *P* < 0.001. (*D*) Heatmap for transcripts of major classes of retrotransposons differentially expressed between 4T1 and 4T1R1 cells (based on RNA-seq data; adjusted *P*-value < 0.05). Results of biological triplicates are shown as per-transcript z-score values for log2 of deseq2-normalized counts. (*E*) RT-PCR-based quantitation of transcript levels of representatives of three major classes of retrotransposons in 4T1 and 4T1R1 cells. Transcript levels are shown normalized to the level in 4T1 cells (set at 1.0). Error bars indicate SD in four of replicates, * means *P* < 0.05, **, *P* < 0.001.

## Discussion

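The type I interferon target list, written before the data were examined, held 71 genes, all of them tested and none shared with the NF-κB list. In untreated 4T1R1 its median log2FC relative to 4T1 was 1.18, with 70 genes higher and 1 lower over all genes tested and the same when adjusted over the list alone. In untreated 4T1R2 the median was 1.06, with 67 higher and 1 lower (68 and 1 when adjusted over the list alone), or 1.05 with the 1 member at or under 3 counts set to its bound. A minimum of 10 counts in every library moved the first value most, to 1.08. Ifit1 (chromosome 19, 34640871 to 34650009 in GRCm38) had 89.17 ± 11.3 normalized counts in 4T1, 402.0 ± 19.8 in 4T1R1 and 593.4 ± 31.2 in 4T1R2 (SD, n = 3 each), with log2FC of 2.17 (standard error 0.125, adjusted P-value 2.59e-18, edgeR's quasi-likelihood test) and 2.73 (standard error 0.121, adjusted P-value 4.20e-22). For Irf7, on chromosome 7 from 141262706 to 141266481, the log2FC were 1.70 (standard error 0.0835) and 1.73 (standard error 0.0842), and for Isg15 they were 1.55 (standard error 0.123) and 2.06 (standard error 0.120). Members of the list belong to families of close copies, such as Ifit3 and Ifit3b or the Oas1 genes, between which the authors' counting could have split reads. After 17-DMAG the median of the list changed by 0.19 in 4T1, 0.074 in 4T1R1 and 0.047 in 4T1R2. Of 24 tested genes for sensors and adaptors of cytosolic nucleic acids, 18 were higher in 4T1R1 (median 0.48; 19 when adjusted over the list alone) and 14 in 4T1R2 (median 0.30), with 0 lower in either.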

Using in vitro and in vivo models, we found that the acquisition of treatment resistance by mouse breast cancer cells was associated with the selection of cells with the constitutively elevated activity of proinflammatory NF-κB and IFN type I pathways and elevated expression of retrotransposons, including L1. The interdependence of these properties is supported by i) the induction of an inflammatory response and acquisition of drug resistance following activation of L1 transcription in an inducible cell system, ii) the reversion of drug resistance by NRTI in vitro*,* and (39) a substantial extension of progression-free survival of tumor-bearing mice following initial response to therapy when therapy continues in the presence of NRTI. Thus, we conclude that selection for treatment resistance favors cells with increased inflammatory pathway activity due to spontaneous “retrobiome” activation.

Although most of the data were obtained by studying drug resistance following treatment with the HSP90 inhibitor 17-DMAG (chosen as the most convenient model of drug resistance acquired during continuous treatment), we believe that our conclusion that drug resistance is driven by the inflammatory response to an activated retrobiome reflects a general phenomenon because: i) the induction of L1 results in increased resistance not only to 17-DMAG but also to doxorubicin, with resistance reverted by NRTI treatment, ii) similarly, cells selected for resistance to 17-DMAG display resistance to doxorubicin, and (39) the extension of progression-free survival by NRTI was observed in another cancer model–spontaneous MYCN-driven neuroblastomas–that underwent treatment with a combination of drugs unrelated to HSP90 inhibition (cyclophosphamide and topotecan) and mimicking the clinical regimen. Thus, we are dealing with a drug resistance phenotype caused by the prosurvival function of inflammatory pathways induced by spontaneous desilencing of retrotransposons in rare cells in tumor cell populations (Fig. 5*B*). It is noteworthy that the described phenomenon does not assume that chemoresistance in vivo is associated with massive activation of L1 expression—it is sufficient that the chemotherapy provides a selective pressure that will favor the small proportion of cells with activation of the minor proportion of L1 copies that are functional and may arise stochastically through epigenetic dysregulation that exists as an inherent property of cancer. Provided that this subpopulation involves only a minor fraction of tumor cells and L1 activation can be reversible, such an increase could easily be below the detection threshold by transcriptome or proteome analysis of the bulk of the tumor.

The connection between retrobiome desilencing and inflammation has been demonstrated in numerous studies. First, we demonstrated activation of IFN by desilenced retrotransposon transcription following treatment of p53-null cells with a DNA demethylating agent, the phenomenon we named TRAIN (16). The association of malignant transformation with a proinflammatory pattern shift in the global transcriptome has been documented in the works from Benjamin Greenbaum’s group (40).

Mechanistically, stimulation of an inflammatory response to activated retrotransposons has been linked to the cGAS-STING pathway, an ancient, evolutionarily conserved mechanism of antiviral defense that in mammalian cells acts to recognize cytosolic DNA and induce IFN type I and NF-κB signaling (41). Activation of inflammatory signaling via cGAS-STING by desilenced L1 was demonstrated by John Sedivy’s lab in senescent cells (17) and in our collaborative work with Vera Gorbunova’s group, in tissues of mice deficient in *Sirt6* with impaired epigenetic repression of L1 elements (21). cGAS-STING-mediated response to L1 expression was claimed to be the main contributor to SASP (senescence-associated secretory phenotype) (42), considered as a major driver of aging-associated inflammation (21). In both studies, the ability of STV and lamivudine—NRTIs capable of inhibiting L1’s reverse transcriptase—to suppress inflammation was demonstrated, a finding that is consistent with a cGAS-STING-mediated mechanism and indicating the “druggability” of pathologies associated with L1 desilencing. Our present work adds to this list the acquisition of treatment resistance of tumors, the major property underlying cancer escape from therapy.

NRTI could only partially revert drug resistance induced by L1 activation. This partial effect of NRTI was also observed in another model of L1-driven pathology—in Sirt6-deficient mice: both STV and lamivudine delayed lethality and partially reduced inflammation (21) but were unable to normalize their phenotype. These observations suggest that the products of L1-mediated reverse transcription (synthesis of which is suppressed by NRTI) may not be the only mediators of prosurvival inflammatory response to L1 induction. Other mechanisms could be involved such as, for example, activation of cGAS-STING signaling by fragments of DNA generated by the activity of L1 ORF2 endonuclease (Fig. 5*A*). The principal ability of DNA damaging treatments to induce cGAS-STING has been reported (43). cGAS-STING-independent antiviral responses to retrobiome activation involving, for example, TLR3 or TLR9 (44) should be also considered.

The role of endogenous retrotransposons in cancer has been traditionally viewed in the context of their mutagenic activity, i.e., their ability to generate, via insertional mutagenesis, genetic variability in tumor cell populations, thus enabling tumor evolution. The main conclusion of the present work is that desilencing of retrotransposons can counteract anticancer treatment through activation of prosurvival inflammatory pathways and allowing tumors to regrow after lethal stresses, a mechanism that is distinct from retrotransposon-mediated mutagenesis. Furthermore, this mechanism is “druggable” since it can be partially reverted by NRTI and, prospectively, with other pharmacological (e.g., inhibitors of L1 endonuclease, STING, etc.) and immunotherapeutic (e.g., directed toward cells expressing L1 antigens) approaches targeting an activated retrobiome. In this regard, NRTIs capable of suppressing L1 reverse transcriptase represent a category of anticancer agents that do not have direct antitumor activity but are capable of suppressing tumor adaptability.

The suppression of tumor adaptability by inhibiting L1-mediated effects may not be limited to acquisition of treatment resistance but may involve other aspects of cancer progression (e.g., metastatic, angiogenic, metabolic properties), further contributing to the extension of progression-free survival. Recently results of Rajurkar et al. indicating prolonged (vs. historical control) survival of patients with advanced refractory colorectal cancer treated with NRTI lamivudine (45) strongly argues in favor of this assumption. This opportunity is currently being also explored in phase II clinical trial of NRTI lamivudine in patients with small-cell lung cancer currently ongoing at Roswell Park Comprehensive Cancer Center (ClinicalTrials.gov Identifier: NCT04696575). In summary, inhibitors of L1 are projected to have broad applications in oncology by slowing down tumor progression and improving the outcome of any anticancer treatment by extending progression-free survival following initial response.

## Materials and Methods

### Mice and Tumors.

FVB/N-TgN (MMTV-neu) 202Mul mice were obtained from (Jackson Laboratories, Bar Harbor, Maine). The colony is breeding in Roswell Park Comprehensive Cancer Center Animal Care facility. Eight-week-old female mice were used for experiments. Animal care was provided following institutional guidelines, then was reviewed and approved by the Institutional Animal Care and Use Committee. Animals were provided a commercial rodent diet (5% 7012 Teklad LM-485 Mouse/Rat Sterilizable Diet, Harlan) and sterile drinking water. Tumor incidence in MMTV-HER2/Neu mice was assessed via inspection of mammary pads for palpable masses. Mice were monitored every other day for new tumor formation. Masses were measured with calipers along the two perpendicular diameters. Tumor volume was calculated by: V(volume) = L(length) × W(width)^2^/2. Chemotherapy treatment started when the volume of the tumor was 8–30 mm^3^.

The Th-MYCN transgenic mouse model of neuroblastoma, involving targeted expression of the human *MYCN* transgene to neural crest cells by use of a tyrosine hydroxylase promoter has been previously described (Weiss et al. EMBO J, 1997). Homozygous Th-MYCN^+/+^ mice develop neuroblastoma within 7 wk from birth, with tumors that closely mimic the human form of the disease. All animal experimental procedures were approved by the University of New South Wales Animal Care and Ethics Committee according to the Animal Research Act, 1985 (New South Wales, Australia) and the Australian Code for the Care and Use of Animals for Scientific Purposes (2013). Th-MYCN mice were monitored for tumor growth by abdominal palpation, which is routinely performed in our laboratory by experienced personnel until one of the following occurred: development of a medium-sized abdominal tumor (~10 mm) or signs of a thoracic tumor including hind limb paralysis or labored breathing, or in the event of not relapsing with a tumor, until 20 wk of age.

### Treatment of Mice.

STV was provided in nonacidic drinking water to MMTV transgenic mice ad libitum starting at 2 mo of age or after prime tumors’ appearance. STV provided in nonacidified sterile water, pH 7, at 1 mg/mL results in a dose ~200 mg/kg/day, estimated by assuming consumption of 4 mL/mouse per day. As a control, mice were provided with nonacidified sterile water.

17-Dimethylaminoethylamino-17-demethoxygeldanamycin (17-DMAG) (20 mg/kg) dissolved in Dulbecco's phosphate-buffered saline (DPBS) buffer was administered to tumor-bearing mice as IP injections three times per week, treated in the presence or absence of STV in drinking water. The dose and injection frequency were selected as a slight modification of the treatment protocol described previously (46). Potential general toxicity of 17-DMAG alone or in combination with STV was determined by monitoring the body weight of mice every 2 wk throughout the course of treatment. Mice continued to receive 17-DMAG treatments until regrown tumors reached the end point size of 1,500 mm^3^, at which time mice were sacrificed.

For all Th-MYCN studies from weaning, homozygous Th-MYCN mice were randomized to STV or nonacidified sterile water at 3 wk of age. Mice were monitored for tumor growth by abdominal palpation, which is routinely performed in our laboratory by experienced personnel until one of the following occurred: development of a medium-sized abdominal tumor (~10 mm) or signs of a thoracic tumor including hind limb paralysis or labored breathing, or in the event of not relapsing with a tumor, until 20 wk of age. For studies with chemotherapy, homozygous Th-MYCN mice were randomized into groups upon the development of a small palpable tumor (~5 mm), at ~5–6 wk of age. Chemotherapeutic agents were delivered for 5 d, intraperitoneally at 10 mg/kg/day for cyclophosphamide and 0.5 mg/kg/day for topotecan, with or without STV, as described above. Mice were monitored until one of the described end points.

Termination of MMTV and Th-MYCN mice, for animals reaching one of the above end points, was performed by CO_2_ overdose. Tumors from mice of different treated groups were excised and half of the tumor fixed in 10% formalin and the other half frozen (−80°C).

**Reagents** are listed in *SI Appendix*, Table S1.

### Cell Culture.

The 4T1 mammary carcinoma tumor cell line was obtained from the American Type Culture Collection. 4T1 cells were maintained in Dulbecco's Modified Eagle Medium (DMEM)/F12 medium (Corning) containing 50 mL/L fetal bovine serum (Gibco), 100,000 U/L penicillin, and 100 mg/L streptomycin (Pen Strep) (Gibco) at 37°C in a humidified atmosphere with 5% CO_2_. 4T1 cells resistant to 17-DMAG were generated by passing 4T1 cells through three rounds of exposure to 1.5 μM 17-DMAG for 48 h and two populations (4T1R1 and 4T1R2) were used for further experiments. Staining with methylene blue was used to evaluate the cytotoxicity of 17-DMAG in 4T1 cells and confirm the development of drug resistance in 4T1R cells at different time points during the process. The culture conditions for 4T1R cells were the same as those of the parent cell line.

To generate a stable population of 4T1 cells carrying an integrated tetL1-GLucAI construct named 4T1-tetL1(GLucAI) cells, 4T1 cells were cotransfected with the tetL1-GLucAI donor plasmid (pBH201, described in detail below) and the Super PiggyBac Transposase Expression Vector (System Biosciences) at a 5:1 plasmid ratio, as recommended by the manufacturer’s protocol, to facilitate PiggyBac transposase-mediated integration of the ITR-flanked donor cassette. Transfections were performed using GenJet Plus reagent (SignaGen) with a total of 3-μg plasmid DNA per 10-cm dish, following the manufacturer’s protocol. Seventy-two hours after transfection, cells were selected for 3 d in 5 μg/mL Blasticidin S (Thermo). After two passages, an additional 72-h selection was performed to ensure the acquisition of a population with stable integration of the tetL1-GLucAI cassette. The culture conditions for 4T1-tetL1(GLucAI) cells were the same as those of the parent cell line.

### Recombinant L1-Expressing Inducible Cassette.

The inducible mouse L1 reporter plasmid used to generate 4T1 tetL1(GLucAI) cells (pBH201) contains elements originating from the XLone-GFP plasmid (Addgene #96930; a gift from Xiaojun Lian) (47). XLone-GFP harbors an "all-in-one" third-generation tetracycline-inducible system flanked by PiggyBac transposase-specific short inverted terminal repeats (ITRs) that enables integration of the construct into chromosomal sites containing the target sequence "TTAA" via a cut-and-paste mechanism (47). The inducible system flanked by the ITRs consists of two promoters in opposite orientations: an EF1α promoter driving constitutive expression of the Tet-On® 3G transactivator and blasticidin resistance genes, and a TRE3GS promoter that drives doxycycline-responsive expression of enhanced green fluorescent protein (EGFP). Through a series of successive PCR-based cloning steps performed using Genscript, the following modifications were made to XLone-GFP in order to generate pBH201: i) EGFP and associated SV40 polyA sequence were replaced with a recoded mouse L1 sequence (ORFeus) (48) synthesized by GenScript, encoding both ORF1 and ORF2; ii) a new GLuc-based retrotransposition readout cassette (GLucAI) synthesized by GenScript, was inserted within the 3′-UTR of L1; GLucAI is encoded in the opposite orientation of L1 and consists of SV40 enhancer and early promoter-driven expression of a superluminescent variant of *Gaussia princeps* luciferase (F89W/I90L) (30) with a C-terminal hemagglutinin (HA) tag (49), a disruption of the GLuc gene at nucleotide 117 by an antisense-oriented 133-bp chimeric intron (human β-globin donor and immunoglobulin heavy chain acceptor), and a herpes simplex virus thymidine kinase poly(A) signal; iii) in addition, the synthesized fragment contained an SV40 polyA signal in the sense orientation of L1 downstream of the GLucAI cassette for termination of the L1-GLucAI transcript, and iv) the TRE3GS promoter was replaced with a fragment cloned from the pTRE3G-BI-Luc Control plasmid (Takara Bio) containing a bidirectional, tetracycline-inducible promoter (P_TRE3G-BI_) and firefly luciferase gene with downstream SV40 polyA sequence.

### L1 Retrotransposition Assay.

To quantitatively assess retrotransposition activity in cells, 4T1-tetL1(GLucAI) were plated at 10^6^ per 10-cm plate, and the expression of the integrated tetL1-GLucAI cassette was induced by the addition of doxycycline (Doxy) to a final concentration of 400 ng/mL in the culture medium. After 48 h, cells were collected for RNA isolation (*SI Appendix*, *Materials and Methods*), and GLuc activity in the conditioned medium (indicative of retrotransposition) was measured using a microplate luminometer immediately following the addition of an equal volume of 2x GLuc reagent (50 μM coelenterazine (GoldBio) in D-PBS containing 300 mM sodium ascorbate (Sigma) and 0.2% Triton X-100 (Sigma)).

### Global Transcriptome Analysis.

The quality of the RNA sequencing data was assessed via FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc). Reads were aligned to the mouse reference genome (University of California, Santa Cruz (UCSC) mm10/GRCm38) with STAR RNA-seq aligner (50) using annotation from the same source. Reads were counted using featureCounts (51) using the same annotation. Normalized counts and differential expression (DE) of genes were obtained using DESeq2 (52). All sequencing data sets were deposited in NCBIs Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo/) and are available as a SuperSeries under accession GSE217043.

Further counts and DE comparison, analysis, and visualization were performed using both Python and R programming languages. Normalized counts were used for data visualization using PCA, which is a commonly used dimensionality reduction technique allowing to visualize the main variation in the data (53). Counts were also used for plotting heatmaps, with each row representing a gene and each column representing a sample; in all cases, the coloring was based on per-gene z-score values for log2 of normalized counts.

Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment was performed with R clusterProfiler package software (54) and presented as dot plots, with the dot size representing gene count enriched in the pathway, and the dot color showing the enrichment significance.

To quantify transposable element expression from alignment results, TEtranscripts (55) was used to measure the abundance of different transposable elements by combining transcripts of all instances of the same TE. After obtaining TE counts from TEtranscripts, once again deseq2 was applied for getting normalized counts and DE information.

### Statistical Analysis.

Survival curves were generated using Kaplan–Meier estimators and compared using the log-rank test in SigmaPlot 11. Data for cell survival, GLuc signal, qRT-PCR, p65 protein localization were analyzed by unpaired Student's two-tailed *t* test and are expressed as mean ± SD. *P* values ≤0.05 were considered statistically significant. All statistical analyses were performed using GraphPad Prism 9 software.

## Supplementary Material

Appendix 01 (PDF) Click here for additional data file.

## Data Availability

The quality of the RNA sequencing data was assessed via FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc). Reads were aligned to the mouse reference genome (UCSC mm10/GRCm38) with STAR RNA-seq aligner using annotation from the same source. Reads were counted using featureCounts using the same annotation. Normalized counts and differential expression (DE) of genes were obtained using DESeq2. Data have been deposited in NCBI’s Gene Expression Omnibus (GEO, https://www.ncbi.nlm.nih.gov/geo/) (GSE217043). Vectors and genetically modified cells can be provided upon request under Material Transfer Agreement.

# Supplementary material for: Inflammatory response to retrotransposons drives tumor drug resistance that can be prevented by reverse transcriptase inhibitors
**Source:** Proc Natl Acad Sci U S A. 2022 Nov 30;119(49):e2213146119. doi: 10.1073/pnas.2213146119
**Supplement:** Supplementary file 1 — Appendix 01

# **Induction of a pro-survival inflammatory response to retrotransposons drives tumor resistance to treatment that can be prevented by reverse transcriptase inhibitors**

Ksenia A. Novototskaya-Vlasova, Nickolay S. Neznanov, Ivan Molodtsov, Brandon M. Hall, Mairead Commene, Anatoli S. Gleiberman, Jayne Murray, Michelle Haber, Murray D. Norris, Katerina I. Leonova, and  
Andrei V. Gudkov

## **Supplementary Materials**

| <b>Content</b>                      | <b>Pages</b>   |
|-------------------------------------|----------------|
| Supplementary Figures S1 – S8       | <b>2 – 7</b>   |
| Supplementary Materials and Methods | <b>8 – 9</b>   |
| Supplementary Tables S1 and S2      | <b>10 – 12</b> |

## Supplementary Figures

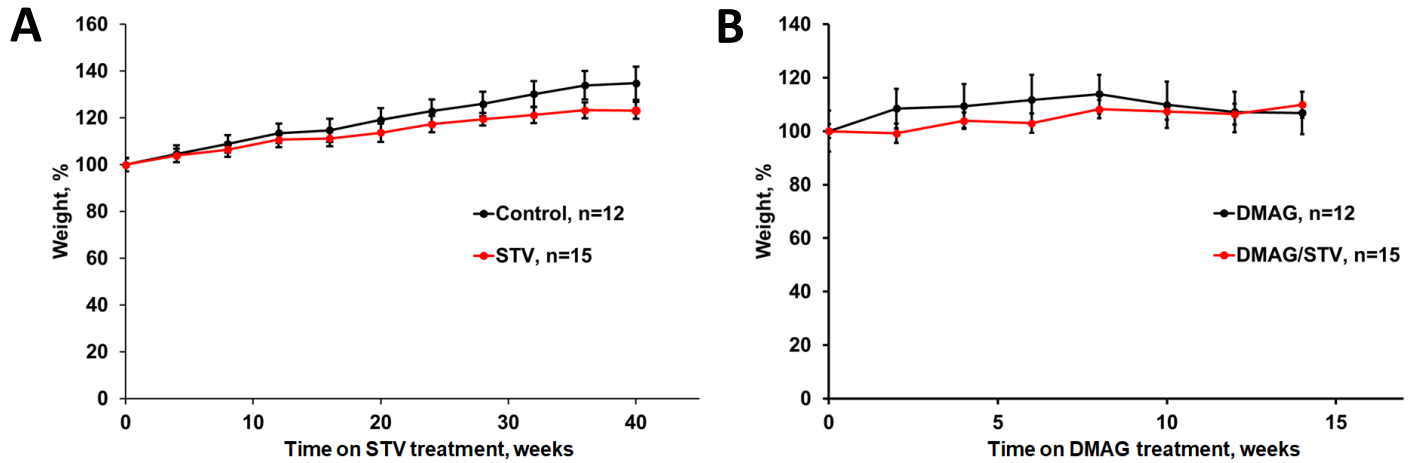

**Supplementary Fig. S1.** Effects of stavudine (STV) (A), 17-DMAG (DMAG) treatment, and combination of both (DMAG/STV) (B) on mouse weight dynamic. Treatment schedules and doses are described in Materials and Methods. There are no statistically significant differences between groups in either panel. The weights of the same animals are shown in panels A and B. All mice developed tumors at times later than 40 days on STV (i.e., panel A shows the weight dynamic of tumor-free mice). 17-DMAG treatment was initiated following tumor development (panel B).

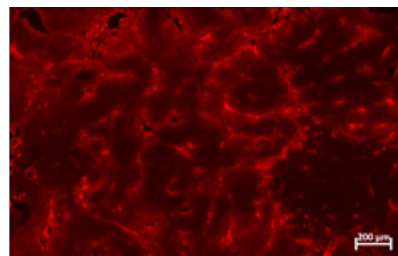

**Primary tumor, u/t**

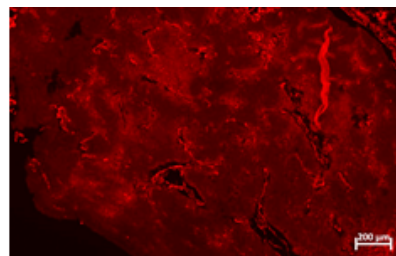

**Primary tumor, STV**

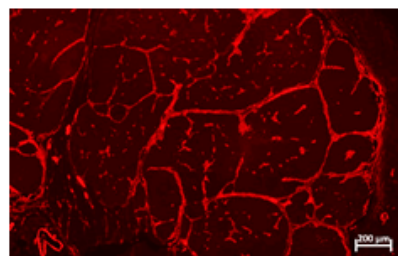

**Recurrent tumor, DMAG**

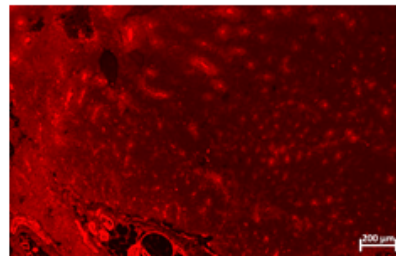

**Recurrent tumor, DMAG+STV**

**Supplementary Figure S2.** Representative images of histological structure of primary tumor developed in untreated (u/t) and in stavudine-treated (STV) mice and recurrent tumors regrown following complete response to 17-DMAG treatment (DMAG), in the presence and in the absence of stavudine (STV) in drinking water. Immunofluorescent staining for smooth muscle actin (SMA) indicates the lobular structure of the tumor regrown following 17-DMAG treatment alone consistent with its polyclonal origin.

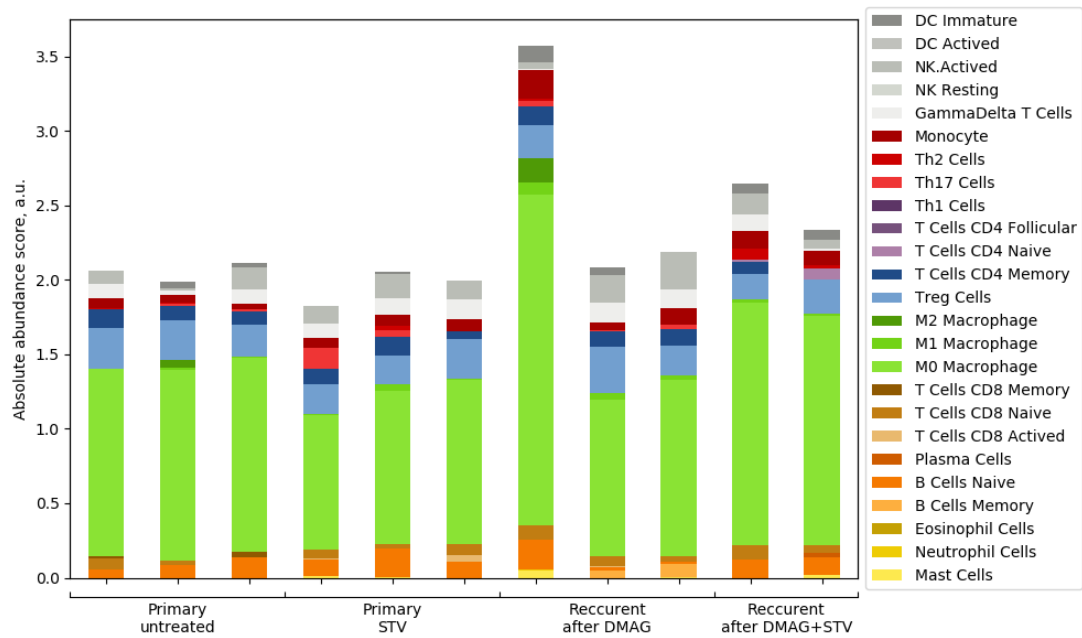

**Supplementary Figure S3.** Tumor infiltrating lymphocytes abundances estimated from RNA sequencing. Absolute scores from CIBERSORTx for 25 mouse immune cell types are provided for samples from 4 different tumor types: primary tumor developed in untreated ('primary untreated') and in stavudine-treated ('primary STV') mice and recurrent tumors regrown following complete response to 17-DMAG treatment, in the presence and in the absence of stavudine in drinking water ('recurrent after DMAG' and 'Reccurent after DMAG+STV', correspondingly). For inference of immune cell composition of samples, we used CIBERSORTx online analysis platform (<https://cibersortx.stanford.edu/>) (1) was used to analyze gene expression profiles. Mouse-specific leukocyte signature matrix from ImmuCC (2) developed to infer the proportions of 25 mouse immune cell types was used with the CIBERSORTx framework. After running CIBERSORTx, we obtained the abundance (absolute values in arbitrary units) of 25 subsets of immune cells in each sample with a p-value measuring the confidence of the results for the deconvolution being  $<0.05$  in all samples. The resulting immune cell subpopulation frequencies estimated by CIBERSORTx demonstrated no significant differences between different tumor types.

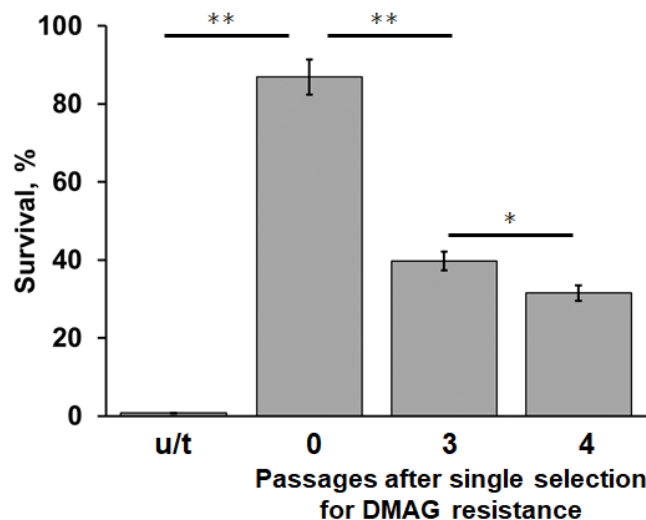

**Supplementary Fig. S4.** Gradual decline in the proportion of 17-DMAG-resistant cells during propagation of 4T1 cell population in the absence of Hsp90 inhibitor following single selection. Relative cell numbers (Survival, %) compared to 17-DMAG-untreated cells were determined using methylene blue assay. The conditions of 17-DMAG selection are described in Materials and Methods.

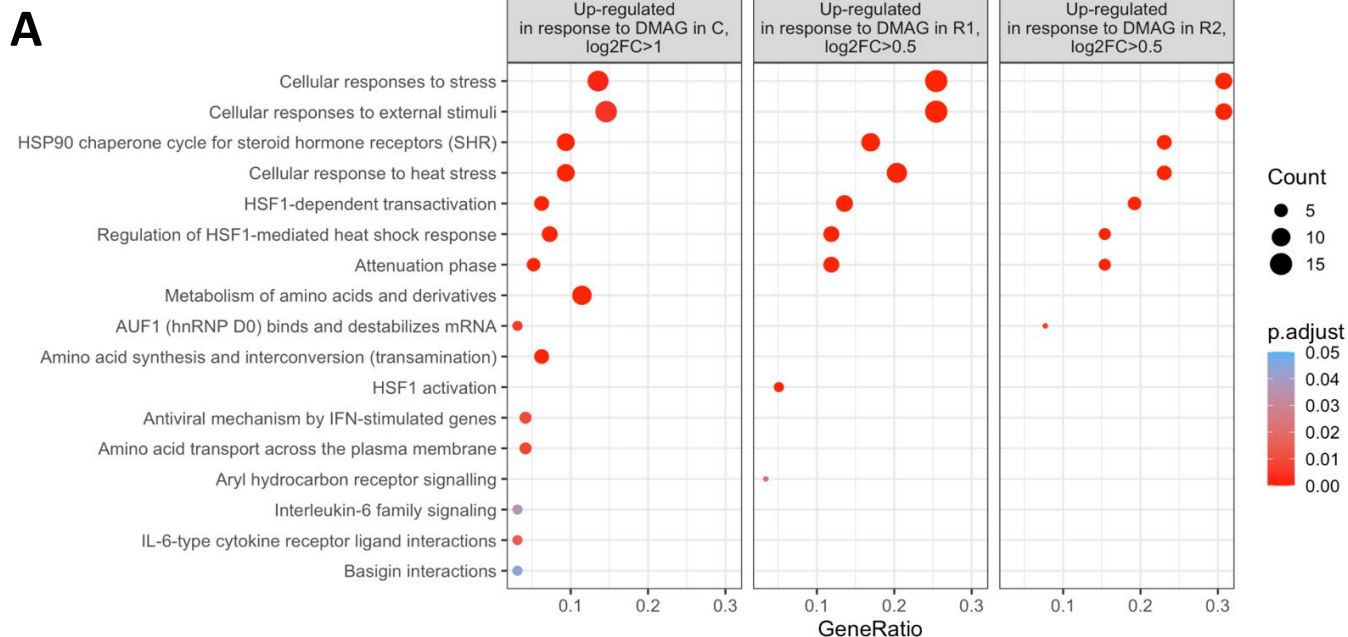

**B**

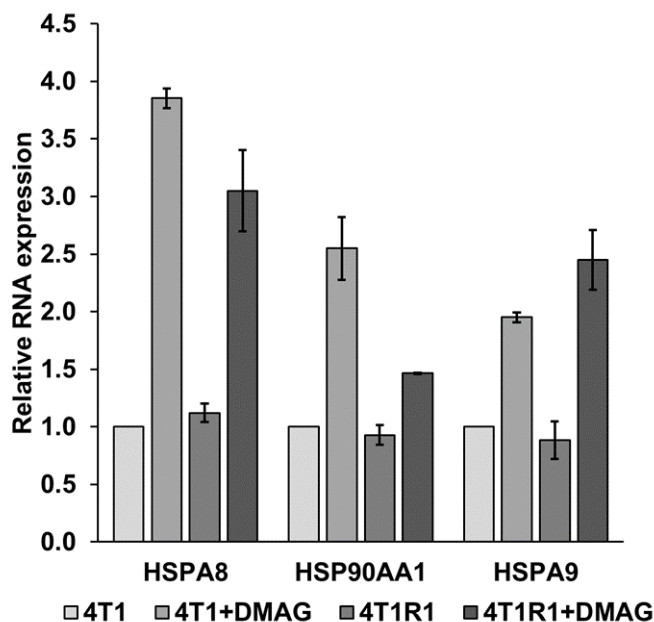

**Supplementary Fig. S5. A.** KEGG pathway enrichment for genes upregulated with  $\log_2FC > 1$  in response to 17-DMAG in 4T1 cells and with  $\log_2FC > 0.5$  in 4T1R1 and R2 resistant cells (based on RNA-seq data). **B.** quantitative RT-PCR-based validation of gene expression differences in 4T1 and 4T1R1 cells without or with 1h 17-DMAG treatment for the indicated heat shock protein genes. Transcript levels are shown normalized to the level in untreated 4T1 cells (set at 1.0). Error bars indicate standard deviation in 4 of replicates.

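With an adjusted P-value under 0.05 from edgeR's quasi-likelihood test, 199 genes were higher after 17-DMAG in 4T1 at a log2FC above 1, and 179 in 4T1R1 and 61 in 4T1R2 at a log2FC above 0.5. At 0.5 the number in 4T1 was 566. Among the heat shock genes measured by RT-PCR, Hspa8 (chromosome 9, 40800984 to 40810087 in GRCm38) had 62070 ± 1000 normalized counts in untreated 4T1 and 309600 ± 6290 after 17-DMAG (SD, n = 3 and n = 2), and 49660 ± 1240 and 192400 ± 3830 in 4T1R1 (SD, n = 3 each). Its log2FC after 17-DMAG was 2.32 (standard error 0.0263) in 4T1, 1.95 (standard error 0.0244) in 4T1R1 and 1.51 (standard error 0.0241) in 4T1R2. Hsp90aa1 (chromosome 12, 110690605 to 110702728), which encodes the inducible HSP90 isoform, rose by a log2FC of 2.00 (standard error 0.0275) in 4T1, 1.40 (standard error 0.0253) in 4T1R1 and 0.88 (standard error 0.0250) in 4T1R2. For Hspa9 (chromosome 18, 34937414 to 34954357), which encodes a mitochondrial HSP70, the values were 0.41 (standard error 0.0265), 0.17 (standard error 0.0241) and 0.090 (standard error 0.0240, adjusted P-value 0.00991), the last of which was no longer called with total counts as the only scaling (0.044), without untreated 4T1R2 replicate 2 (0.081) or without 17-DMAG-treated 4T1R2 replicate 1 (0.084).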

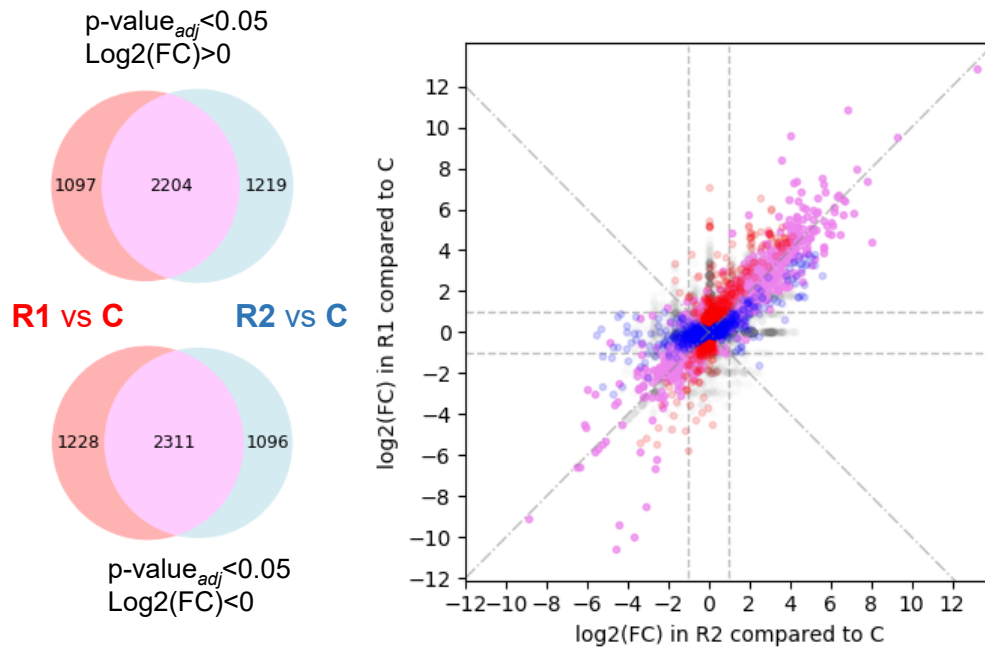

**Supplementary Fig. S6.** Venn diagrams for the genes, which are up-regulated (p-value<sub>adj</sub> < 0.05, log<sub>2</sub>(FC) > 0; top) or down-regulated (p-value<sub>adj</sub> < 0.05, log<sub>2</sub>(FC) < 0; bottom) in 4TR1 (red) and 4TR2 (blue) cells vs parental 4T1 and violet used for intersection. Scatter plot for per-gene log<sub>2</sub>(FC) in 4TR1 and 4TR2. Red dots show genes which are DE with p-value<sub>adj</sub> < 0.05 in 4TR1 only, blue – in 4TR2 only, and violet – genes which are DE with p-value<sub>adj</sub> < 0.05 both in 4TR1 and 4TR2. Dashed lines show log<sub>2</sub>(FC) = -1/1 thresholds; dash-and-dotted lines show thresholds of equal absolute log<sub>2</sub>(FC) values

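With the same thresholds and edgeR's quasi-likelihood test in place of the study's DESeq2, 2267 genes were higher in both resistant populations, 1137 in 4T1R1 alone and 1187 in 4T1R2 alone. Lower genes numbered 2479 in both, 1232 in 4T1R1 alone and 1149 in 4T1R2 alone. The sizes of the sets would give 870 shared higher and 997 shared lower genes if they were unrelated. Both sets were compared with the same 4T1 population, so these numbers do not allow for sharing that comes from that population. Opposite changes were fewer than unrelated sets would give, with 130 genes higher in 4T1R1 and lower in 4T1R2 (914 expected) and 228 the other way (949 expected). Requiring a minimum fold change aside, leaving out untreated 4T1 replicate 3 moved the first count most, to 2041.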

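Across all genes, which are not independent replicates, Pearson's r between the log2FC of 4T1R1 and that of 4T1R2 relative to 4T1 was 0.797, and 75.4% of genes had the same sign. Because both comparisons use the same untreated 4T1 libraries, unchanged groups also give a positive value: in simulations of such groups the median r was 0.490 and 66.6% of genes had the same sign. Of the 7115 genes changed in 4T1R1 at an adjusted P-value under 0.05 from edgeR's quasi-likelihood test, 86.1% changed in the same direction in 4T1R2.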

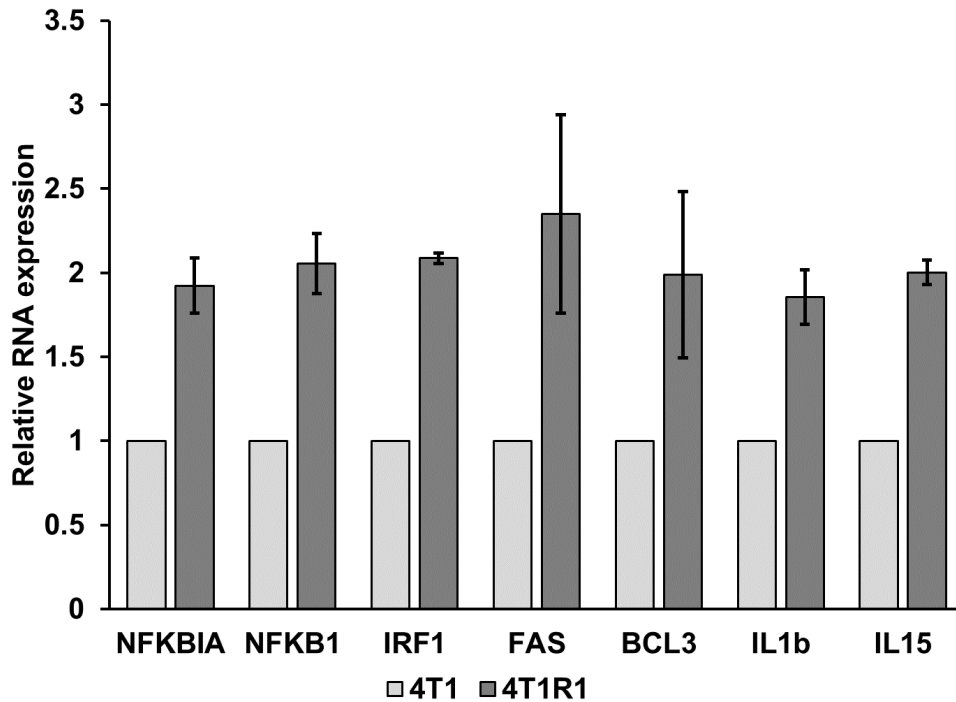

**Supplementary Fig. S7.** Quantitative RT-PCR-based validation of gene expression differences in 4T1 and 4T1R1 cells for the indicated NF-κB pathway related genes. Transcript levels are shown normalized to the level in untreated 4T1 cells (set at 1.0). Error bars indicate standard deviation in 4 of replicates.

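All 7 genes of the NF-κB pathway measured by RT-PCR were tested in the RNA sequencing data, with a median log2FC of 1.40 in untreated 4T1R1 relative to untreated 4T1 and 7 of them higher at an adjusted P-value under 0.05 from edgeR's quasi-likelihood test. In 4T1R2, where no RT-PCR is shown, 6 were higher. In 4T1R1 the log2FC was 0.65 (standard error 0.0328) for Nfkb1, 0.83 (standard error 0.0553) for Irf1 and 1.42 (standard error 0.106) for Bcl3. Fas (chromosome 19, 34290666 to 34327772 in GRCm38) rose from 43.74 ± 11.3 to 497.1 ± 61.8 normalized counts (SD, n = 3 each), a log2FC of 3.49 (standard error 0.161, adjusted P-value 1.46e-21). Il15 had few counts, 21.19 ± 12.2 and 56.76 ± 15.3, and a log2FC of 1.40 (standard error 0.366, adjusted P-value 0.00136), which was 1.98 without untreated 4T1 replicate 3. Il1b had at most 2 counts in any untreated 4T1 library and 14.84 ± 5.65 normalized counts in 4T1R1, at least 4.95-fold higher.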

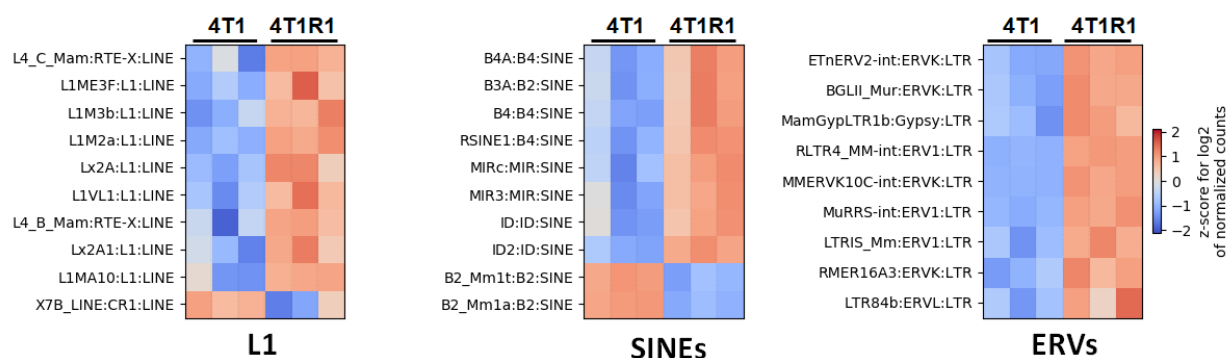

**Supplementary Fig. S8.** Heatmap for transcripts of major indicated classes of retrotransposons differentially expressed between 4T1 and 4T1R1 cells (based on RNA-seq data; adjusted p-value < 0.05). Results of biological triplicates are shown as per-transcript z-score values for log2 of deseq2-normalized counts.

## References

1. 4. C. B. Steen, C. L. Liu, A. A. Alizadeh, A. M. Newman, "Profiling cell type abundance and expression in bulk tissues with CIBERSORTx" in Stem Cell Transcriptional Networks. (Springer, 2020), pp. 135-157.
2. Z. Chen *et al.*, Inference of immune cell composition on the expression profiles of mouse tissue. *Scientific reports* **7**, 1-11 (2017).

## Supplementary Materials and Methods

### Cytotoxicity Studies

Cells were plated at a density of 10,000 cells/well in 6-well plates and the treatment agents (1.5  $\mu$ M 17-DMAG, 250 ng/ml doxorubicin (Sigma) or combination of 1.5  $\mu$ M 17-DMAG and 10  $\mu$ M STV or 250 ng/ml doxorubicin and 10  $\mu$ M STV) were added. After 48h of treatment, cells were fixed using 1 mL per well staining solution (50% methanol, 50% water, 1% methylene blue dye). After incubation for 1h at room temperature, plates were rinsed three times with water and air-dried. 1% sodium dodecyl sulfate (SDS) solution was then added to the wells to solubilize the protein-bound dye and the optical density was measured using a plate reader (Perkin Elmer Victor 3x) in 96-well format.

### Colony formation Assay

4T1 cells were passaged in the presence of 10  $\mu$ M STV in parallel with untreated cells for four weeks. After this period colony formation assay was performed. Cells were seeded at a density of  $10^6$  cells per 10-cm Petri dish in triplicate. On the next day, cells were treated with 1.5  $\mu$ M 17-DMAG. After 48h of 17-DMAG treatment, the medium was replaced with a fresh medium and the cells were cultured for another 5 days. On day seven, cells were fixed and stained with 1% methylene blue solution after washing with PBS. The number of colonies was counted. 4T1 tetL1(GLucAI) were passaged in three variants: untreated, with 400 ng/ml doxycycline (Doxy) (Sigma), and with combination of 400 ng/ml Doxy and 10  $\mu$ M STV for four weeks. The concentrations of Doxy and STV used did not affect cell clonogenicity. The same experiment for DMAG-resistant cell variants was performed.

### Quantitative RT-PCR

4T1 and 4T1R1 cells were seeded at a density of  $10^6$  cells per 10 cm Petri dish in duplicate. On the next day, half of the cells were treated with 1.5  $\mu$ M 17-DMAG. After two hours of 17-DMAG treatment, cells were collected and total RNA was isolated using Trizol(ThermoFisher Scientific, Fremont, CA) and then treated with DNase I (Sigma) following the manufacturer's protocol. Quantitative RT-PCR (qRT-PCR) was performed on a CFX384 Touch Real-Time PCR Detection System using the iTaq Universal One-Step Kit (BioRad) and 5 ng of RNA per reaction. Four replicate reactions were performed for each sample. GAPDH was used as a housekeeping gene for data normalization. Primer sequences are provided in Supplementary Table 2.

### Western immunoblotting

Tumor and normal mammary tissues were sonicated in ice-cold RIPA buffer (Sigma) plus protease inhibitors (PIC) (Sigma) and cleared by centrifugation in a Beckman tabletop (20min, 12,000 rpm, 4°C). The protein concentrations of lysates were determined with the Quick start Bradford reagent (Bio-Rad), using bovine serum albumin (BSA) (Sigma) as a standard. For Western blots, 20  $\mu$ g of total tissue protein were loaded per well. Precision plus dual color protein molecular weight markers (Bio-Rad) were also loaded. Proteins were then transferred to Immobilon-PVDF membranes (Bio-Rad). After blocking in 2.5% non-fat dry milk (RPI) TBST (10 mM Tris-HCl (ThermoFisher) pH 7.5, 150 mM NaCl (ThermoFisher), 0.1% Tween-20 (Sigma)) for 1h at room temperature, blots were incubated with primary antibodies against mouse HER2 (1:1000 dilution, Santa Cruz) or HSP70/72 (1:1000 dilution, Enzo) followed by horseradish peroxidase (HRP)-conjugated secondary anti-rabbit antibodies (1:1000 dilution, Santa Cruz). Alternatively, HRP-conjugated primary antibodies against  $\beta$ -actin (1:10,000 dilution, Sigma) were used for probing protein loading controls. Membranes were washed three times with TBST, then developed by ECL (Perkin-Elmer) and documented using the ChemiDoc MP Imaging System (BioRad).

### Immunostaining of cells and tumor sections

Cells were fixed for 15 min in 4% paraformaldehyde (PolySciences) in PBS (Corning) at 4°C, washed 3x in PBS, and incubated with blocking solution (5% normal donkey serum (Sigma), 0.2% triton x-100 (Sigma), PBS(Corning), 1% glycine (Sigma)) for 15 min. After fixation, cells were stained with primary antibodies against LINE-1 ORF1 (1:400 dilution, Millipore) or NF- $\kappa$ B p65 (1:200 dilution, Cell Signaling). Cells were then washed with 5 changes of PBS for 6–8h total at room temperature and stained overnight with secondary donkey anti-mouse antibody against whole molecule IgG conjugated with Cy3 (1:1000 dilution, Sigma) or AlexaFluor488 (1:1000 dilution, ThermoFisher). Nuclei were counterstained with DAPI (ThermoFisher). Samples were washed with several changes of PBS for a total of 4h, cleared, and

mounted with ProLong Gold antifade reagent (Thermofisher). Images were collected with a Zeiss AxioImager 2 fluorescent microscope equipped with an AxioCam 702 digital camera using ZEN software 2.6 version.

Tumors collected from in vivo study were dehydrated, embedded in paraffin, and sectioned into 5–10-micron sections using a microtome. The sections were gently placed on positively charged slides, deparaffinized, and rehydrated using xylene, ethanol, and double-distilled water. The sections were then boiled for 30 min in R-Universal antigen retrieval buffer (Electron Microscopy Sciences) for antigen unmasking and incubated in 3% hydrogen peroxide solution for 15 min. After blocking with 5% donkey serum (Sigma), sections were incubated overnight with primary antibodies for HER2 (1:200 dilution, DAKO), HSP70 (1:100 dilution, Cell Signaling), Ki67 (1:200 dilution, Thermo Scientific), Caspase 3 (Asp175) (1:100 dilution, Cell Signaling), Survivin (1:100 dilution, Cell Signaling). On the next day, the slides were washed and stained using the Ultravision ONE HRP polymer kit (Thermofisher) per the manufacturer's instructions. The sections were then counterstained with Mayer's hematoxylin (Sigma), dehydrated, mounted using Fisher Chemical Permount Mounting Medium (Thermofisher), and imaged using a Zeiss AxioImager 2 microscope equipped with an AxioCam 512 digital camera and ZEN software 2.6 version. Immunofluorescent staining for SMA was performed as described above except that after blocking with 5% donkey serum (Sigma), slides were incubated with a Cy3-conjugated mouse monoclonal antibody against SMA (1:1000 dilution, Sigma) for 30 min, washed and imaged.

### **RNA isolation**

10-50 mg of frozen tissue samples, with the addition of 700  $\mu$ l of Qiazol reagent, are first homogenized using Navy Rhino tubes in a Bullet Blender Homogenizer (Next Advance) for five minutes. The homogenate is then removed and incubated in a new tube at room temperature. After addition of chloroform, the homogenate is then separated into aqueous and organic phases by centrifugation. RNA partitions to the upper, aqueous phase, while DNA partitions to the interphase and proteins to the lower, organic phase or the interphase. The upper, aqueous phase is extracted, and ethanol is added to provide appropriate binding conditions for all RNA molecules from 18 nucleotides upwards. The sample is then applied to the miRNeasy Mini spin column, where the total RNA binds to the membrane and phenol and other contaminants are efficiently washed away. On-column DNase digestion is also performed to remove any residual genomic DNA contamination followed by additional washes. High quality RNA is then eluted in 60  $\mu$ l of RNase-free water.

Quantitative assessment of the purified total RNA is then accomplished by using a Qubit Broad Range RNA kit (Thermofisher), and concentration is determined by Ribogreen fluorescent binding to isolated RNA. The RNA is further evaluated qualitatively using RNA Nanotape on the 4200 TapeStation (Agilent technologies), where sizing of the RNA is determined, and a qualitative numerical score (RINe) is assigned. All RNA sequencing experiments were done in triplicates.

### **RNA-sequencing (RNA-seq)**

Sequencing libraries were prepared with the RNA HyperPrep Kit with RiboErase (HMR) kit (Roche Sequencing Solutions) from 500ng total RNA. Following the manufacturer's instructions, the first step depletes rRNA from total RNA. The remaining RNA is DNase-digested to remove any genomic DNA contamination. Samples are then purified, fragmented, and primed for cDNA synthesis. Fragmented RNA is then reverse transcribed into first strand cDNA using random primers. The next step removes the RNA template and synthesizes a replacement strand, incorporating dUTP in place of dTTP to generate ds cDNA. Pure Beads (KAPA Biosystems) are used to separate the ds cDNA from the second strand reaction mix resulting in blunt-ended cDNA. A single 'A' nucleotide is then added to the 3' ends of the blunt fragments. Multiple indexing adapters, containing a single 'T' nucleotide on the 3' end of the adapter, are ligated to the ends of the double-stranded cDNA, preparing them for hybridization onto a flow cell. Adapter-ligated libraries are amplified by PCR, purified using Pure Beads, and validated for appropriate size on a 4200 TapeStation using D1000 Screentape (Agilent Technologies, Inc.). The DNA libraries are quantitated using the KAPA Biosystems qPCR kit (Sigma) and are pooled together in an equimolar fashion, following experimental design criteria. NovaSeq Standard- Each pool is denatured and diluted to 350pM with 1% PhiX control library (Illumina) added. The resulting pool is then loaded into the appropriate NovaSeq Reagent cartridge (Illumina), as determined by the number of sequencing cycles desired, and sequenced on a NovaSeq6000 instrument (Illumina) following the manufacturer's recommended protocol.

## Supplementary Tables

**Supplementary Table S1. List of reagents and resources used**

| REAGENT or RESOURCE                                                   | SOURCE                       | IDENTIFIER            |
|-----------------------------------------------------------------------|------------------------------|-----------------------|
| <b>Antibodies (Ab)</b>                                                |                              |                       |
| Neu Ab (C-18)                                                         | SantaCruz                    | Cat# SC284            |
| HSP70/HSP72 polyclonal Ab                                             | Enzo                         | Cat# ADI-SPA-811-D    |
| goat anti-rabbit IgG-HRP                                              | SantaCruz                    | Cat# SC2004           |
| Anti- $\beta$ -Actin-Peroxidase Ab, Mouse monoclonal Ab               | Sigma                        | Cat# A3854            |
| Polyclonal Rabbit Anti-Human c-erbB-2 Oncoprotein                     | DAKO                         | Cat# A0485            |
| HSP70 (D69) Ab                                                        | Cell Signaling               | Cat# 4876             |
| Epredia Lab Vision Ki-67, Rabbit Monoclonal Ab                        | ThermoFisher                 | Cat# RM-9106-S1       |
| Cleaved Caspase-3 (Asp175) Ab                                         | Cell Signaling               | Cat# 9661             |
| Survivin (71G4B7) Rabbit mAb                                          | Cell Signaling               | Cat# 2808             |
| Actin, $\alpha$ -Smooth Muscle - Cy3 Ab, Mouse monoclonal Ab          | Sigma                        | Cat# C6198            |
| Anti-LINE-1 ORF1p Ab, clone 4H1                                       | Sigma                        | Cat# MABS1152         |
| NF- $\kappa$ B p65 (D14E12) XP Rabbit mAb                             | Cell Signaling               | Cat# 8242             |
| Donkey Anti-Mouse IgG Ab, Cy3 conjugate                               | Sigma                        | Cat# AP192C           |
| Donkey anti-Mouse IgG (H+L) ReadyProbes Secondary Ab, Alexa Fluor 488 | ThermoFisher                 | Cat# R37114           |
| Polyclonal Rabbit Anti-mouse-LINE-1 ORF1p antibodies                  | GenScript                    | In this study         |
| <b>Chemicals, kits, supplies</b>                                      |                              |                       |
| Stavudine (STV)                                                       | Synthonix                    | Cat# S2693            |
| 17-dimethylaminoethylamino-17-demethoxygeldanamycin (17-DMAG)         | MedChemExpress               | Cat# HY-12024\CS-0162 |
| DMEM F-12                                                             | Corning                      | Cat# 10-013-CV        |
| Fetal Bovine Serum                                                    | Gibco                        | Cat# 10437-028        |
| Pen Strep                                                             | Gibco                        | Cat# 15140-122        |
| GenJet Plus reagent                                                   | SignaGen                     | Cat# SL100499         |
| Blasticidin S                                                         | ThermoFisher                 | Cat# BP264725         |
| Doxorubicin                                                           | Sigma                        | Cat# D1515            |
| Methanol                                                              | Alfa Aesar                   | Cat# 31721            |
| Methylene blue dye                                                    | USB                          | Cat# 19220            |
| Sodium dodecyl sulfate (SDS)                                          | ThermoFisher                 | Cat# 28312            |
| PBS buffer                                                            | Corning                      | Cat# 21-031-CV        |
| Doxycycline                                                           | Sigma                        | Cat# D3072            |
| Coelenterazine                                                        | GoldBio                      | Cat# CZ2.5            |
| Sodium ascorbate                                                      | Sigma                        | Cat# A7631            |
| Triton X-100                                                          | Sigma                        | Cat# X-100            |
| Trizol                                                                | ThermoFisher                 | Cat# 15596018         |
| DNAse I                                                               | Sigma                        | Cat# 11284932001      |
| iTaq Universal One-Step Kit                                           | BioRad                       | Cat# 1725150          |
| Non-fat dry milk                                                      | RPI                          | Cat# M17200           |
| Tris base                                                             | ThermoFisher                 | Cat# BP152-5          |
| Sodium chloride                                                       | ThermoFisher                 | Cat# BP358-10         |
| Tween-20                                                              | Sigma                        | Cat# P1379            |
| RIPA buffer                                                           | Sigma                        | Cat# 20-180           |
| Quick start Bradford reagent                                          | BioRad                       | Cat# 500-0205         |
| Bovine serum albumine                                                 | Sigma                        | Cat# A4503            |
| Precision Plus Protein Dual Color Standards                           | Bio-Rad                      | Cat# 1610374          |
| Immun-Blot PVDF membrane                                              | Bio-Rad                      | Cat# 1620177          |
| Western Lightning Plus, Chemiluminescent Substrate                    | Perkin Elmer                 | Cat# NEL105001        |
| R-Universal antigen retrieval buffer                                  | Electron Microscopy Sciences | Cat# 62719-10         |

|                                                                         |                            |                                  |
|-------------------------------------------------------------------------|----------------------------|----------------------------------|
| Donkey serum                                                            | Sigma                      | Cat# D9663                       |
| Hematoxylin                                                             | Sigma                      | Cat# H9627                       |
| Ultravision ONE HRP polymer kit                                         | ThermoFisher               | Cat# TL-060-HLJ                  |
| Fisher Chemical Permout Mounting Medium                                 | ThermoFisher               | Cat# SP15-100                    |
| Formaldehyde                                                            | PolySciences               | Cat# 04018                       |
| Glycine                                                                 | Sigma                      | Cat# G7126                       |
| DAPI                                                                    | ThermoFisher               | Cat# D1306                       |
| ProLong Gold antifade reagent                                           | ThermoFisher               | Cat# P36930                      |
| miRNeasy mini kit                                                       | Qiagen                     | Cat# 217084                      |
| Qubit Broad Range RNA kit                                               | ThermoFisher               | Cat# Q10210                      |
| RNA Nanotape                                                            | Agilent Technologies       | Cat# 5067-5576                   |
| RNA HyperPrep Kit with RiboErase (HMR) kit                              | Roche Sequencing Solutions | Cat# KK8560                      |
| KAPA Pure beads                                                         | Roche Sequencing Solutions | Cat# KK8000                      |
| KAPA Biosystems qPCR kit                                                | Sigma                      | Cat# KR0397                      |
| PhiX control library                                                    | Illumina                   | Cat# FC-110-3001                 |
| NovaSeq Reagent cartridge                                               | Illumina                   | Cat# 20028312                    |
| <b>Experimental models: Cell lines</b>                                  |                            |                                  |
| 4T1                                                                     | ATTC                       | Cat# CRL-2539                    |
| <b>Experimental models: Organisms/strains</b>                           |                            |                                  |
| FVB/N-TgN (MMTV-HER2/neu) 202Mul/J                                      | Jackson Laboratory         | Strain #002376                   |
| 129X1/SvJ-Tg(TH-MYCN)41Waw/Nci                                          | NCI Mouse Repository       | Gift of William Weiss (USCF, CA) |
| <b>Recombinant DNA</b>                                                  |                            |                                  |
| Super PiggyBac Transposase Expression Vector                            | System Biosciences         | Cat# PB21OPA-1                   |
| XLone-GFP plasmid                                                       | Addgene                    | Cat# 96930                       |
| GLuc-based retrotransposition readout cassette (GLucAI)                 | GenScript                  | in this study                    |
| pTRE3G-BI-Luc Control plasmid                                           | Takara Bio                 | N/A                              |
| Tet-On® 3G Bidirectional Inducible Expression System (EF1alpha Version) | Takara Bio                 | Cat# 631340                      |
| <b>Software and algorithms</b>                                          |                            |                                  |
| ZEN software 2.6 version                                                | Zeiss                      | N/A                              |
| FastQC                                                                  | Babraham Bioinformatics    | N/A                              |
| STAR RNA-seq aligner                                                    | Encodeproject              | N/A                              |
| featureCounts                                                           | Bioconductor               | N/A                              |
| DESeq2                                                                  | Bioconductor               | N/A                              |
| R clusterProfiler package                                               | Bioconductor               | N/A                              |
| TEtranscripts                                                           | Hammel Lab                 | N/A                              |
| SigmaPlot 11                                                            | SigmaPlot                  | N/A                              |
| GraphPad Prism 9 software.                                              | GraphPad Software Inc.     | N/A                              |
| <b>Equipment</b>                                                        |                            |                                  |
| Perkin Elmer Victor 3x plate reader                                     | Perkin Elmer               | N/A                              |
| BioRad CFX 384 machine                                                  | BioRad                     | Cat# 1855484                     |
| Beckman tabletop centrifuge                                             | Beckman                    | N/A                              |
| ChemiDoc MP Imaging System                                              | BioRad                     | Cat# 12003154                    |
| Zeiss AxioImager 2 microscope                                           | Zeiss                      | N/A                              |
| AxioCam 512 digital camera                                              | Zeiss                      | N/A                              |
| AxioCam 702 digital camera                                              | Zeiss                      | N/A                              |
| 4200 TapeStation                                                        | Agilent Technologies       | G2991BA                          |
| NovaSeq6000 instrument                                                  | Illumina                   | N/A                              |

**Supplementary Table S2. List of PCR primer sequences**

| <b>Primer name (gene/direction)</b> | <b>Primer sequence 5'-3'</b> |
|-------------------------------------|------------------------------|
| mGAPDH Fwd                          | GGCAAGTTCAACGGCACAGTCAAG     |
| mGAPDH Rev                          | GCACATACTCAGCACCAGCATCAC     |
| mNFKBIA Fwd                         | TGCAGGCCACCAACTACAAT         |
| mNFKBIA Rev                         | GAGCGAAACCAGGTCAGGAT         |
| mFAS Fwd                            | GTCCTGCCTCTGGTGCTTG          |
| mFAS Rev                            | AGCAAAATGGGCCTCCTTGA         |
| mBCL3 Fwd                           | CAACATCTACACCTGCCTTCC        |
| mBCL3 Rev                           | GAAGCAGAACAAGGTCCTCAC        |
| mNFKB1 Fwd                          | GTCAAAATTTGCAACTATGTGGGG     |
| mNFKB1 Rev                          | GTTTGCAAAGCCAACCACCA         |
| mIRF1 Fwd                           | TGTCGTCAGCAGCAGTCTCTC        |
| mIRF1 Rev                           | TTCGGCTATCTTCCCTTCCTC        |
| mIL1b Fwd                           | GCCACCTTTTGACAGTGATGAG       |
| mIL1b Rev                           | AGCTTCTCCACAGCCACAAT         |
| mIL15 Fwd                           | TGCAGTGCATCTCCTTACGC         |
| mIL15 Rev                           | AGGTGGATTCTTTCCTGACCTC       |
| mHSPA8 Fwd                          | GTCACAGTGCCCGCTTACTT         |
| mHSPA8 Rev                          | TCAAAAGTGCCACCTCCCAA         |
| mHSPA9 Fwd                          | TCCAGCCACCATGATAAGCG         |
| mHSPA9 Rev                          | TACCAACCACTGCACCCTTG         |
| mHSP90AA1Fwd                        | AGATCCCCAGACCCATGCTA         |
| mHSP90AA1Rev                        | CTTCCATGCGTGATGTGTCG         |
| mL1 Fwd                             | TGGCTTGCTGTAAGATCG           |
| mL1 Rev                             | TCTGTTGGTGGTCTTTTTGTC        |
| mSINE1 Fwd                          | GAGCACACCCATGCACATAC         |
| mSINE1 Rev                          | AAAGGCATGCACCTCTACCACC       |
| mERV Fwd                            | TAGATGGAGCCTACCAAGCTCTCAA    |
| mERV Rev                            | AGAGGTATGGTTGGAATAAGTA       |

How the deposited data were processed for this re-analysis (not part of the article)

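RNA was sequenced from 4T1, 4T1R1 and 4T1R2 cells, untreated and after 1.5 µM 17-DMAG, in 3 libraries per group. The authors removed ribosomal RNA, prepared stranded libraries, aligned the reads with STAR and counted reads per gene with featureCounts, and deposited these counts as whole numbers without normalization. Tool versions, the use of strand in counting and the treatment of reads with several matches are not stated in the text or supplement held here. Gene symbols were matched to the GENCODE vM21 annotation of GRCm38 for positions, which succeeded for 24054 of them. The totals per library ran from 23354461 to 55094630 counts.

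Every pair of libraries was checked for likeness beyond sampling noise. Replicates 1 and 2 of 17-DMAG-treated 4T1 differed by less than the sampling noise and were counted as 1 sample, by averaging their counts. This was decided after the counts were seen and departs from the fit of 18 separate libraries that had been written before the data were examined, which was kept as an alternative. The fit therefore had 17 libraries, with n = 2 for 17-DMAG-treated 4T1 and n = 3 for the other groups.

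Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr, libraries were scaled by TMM, and group means were fitted without an intercept. Comparisons were made with edgeR's quasi-likelihood test, adjusted by the Benjamini-Hochberg method over the 13507 genes tested, with a threshold of 0.05. The comparisons were each untreated resistant population against untreated 4T1, 17-DMAG against no treatment in each population, and the differences between these responses. Gene lists were tested with camera and fry in limma 3.58.1. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Values named normalized counts are counts divided by the TMM-scaled library size. Genes at or under 3 counts in every library of a group were given as bounds.

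The lists, written before the data were examined, were targets of HSF1, of NF-κB and of type I interferon, short-lived transcripts of other pathways, sensors of cytosolic nucleic acids, factors that control retroelements, and genes of drug efflux and metabolism. The genes of Fig. 4D and those measured by RT-PCR in the study were further lists. Genes named singly were those in these figures, members of the lists that passed the threshold, a few named in advance, and for each comparison the 3 genes with the largest fitted change in each direction among those with a mean of at least 100 normalized counts in the higher group, an adjusted P-value under 0.05 and no overlap between groups. The genes next to Abcb1b and those shared by several comparisons were chosen after their values were seen.

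The code was tested on simulated data with known changes. Alternatives were RLE scaling, scaling by total counts alone, no filter, a minimum of 10 counts in every library, DESeq2 1.42.0, fits of only the groups compared, the replicate number as a block, a 2-fold minimum, other set tests, other gene choices for the principal components, and each library left out in turn. The fit of 18 libraries and a fit without Rn45s were added after seeing the data. Transcripts of transposable elements were not analysed here, and neither were the study's other experiments. A single result is withheld and not reported here.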

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

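Among the tests in this part, those of library runs, of short-lived transcripts, of baseline ceilings, of drug efflux, of shared paralog reads, of copy number, and of the likeness of the 17-DMAG-treated 4T1 libraries were chosen only after the result was seen, as was the GC and length test of the interferon list.

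A test of the difference itself showed that the response of the HSF1 target list to 17-DMAG differed between populations. Its median difference from the response of 4T1 was −0.332 (log2) in 4T1R1 and −0.554 in 4T1R2. A difference between library runs is argued against by 4T1R2, which shares its run with 4T1 and showed the larger difference, −0.554. Leaving out the deeper library of 17-DMAG-treated 4T1 gave −0.316 in 4T1R1, and removing trends with GC content and transcript length gave −0.346. A ceiling from a higher baseline is argued against in 4T1R1 by the list's untreated level there, −0.161. In untreated 4T1R2 the median was −0.0454, with 16 genes higher and 17 lower. A ceiling for the genes that started higher in 4T1R2 is therefore not excluded by the median. Less drug reaching the cells through efflux stays open. It predicts a smaller response in 4T1R2, where Abcb1b was higher than in 4T1R1, and the median difference of the response in 4T1R2 from that in 4T1R1 was −0.188. A changed heat shock response in the selected cells was not tested and stays open.

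The fall of the NF-κB target list after 17-DMAG was smaller in the resistant populations by tests of the difference, by 0.231 in 4T1R1 and 0.457 in 4T1R2. The run that 4T1R2 shares with 4T1 argues against a run difference, with 0.457. Without the deeper library of 17-DMAG-treated 4T1 the difference in 4T1R1 was 0.258, and after removing GC and length trends it was 0.213. Less drug reaching the cells through efflux stays open for this list too. It predicts a smaller fall in 4T1R2 than in 4T1R1, and the median difference of the response in 4T1R2 from that in 4T1R1 was 0.204. A smaller loss of short-lived transcripts in general stays open, since such transcripts of other pathways also fell less in 4T1R1, by a median of 0.4. The fall itself in 4T1 could likewise reflect a general loss of short-lived transcripts, which had a median of −0.491 there, and it was −0.566 after removing GC and length trends. The data thus leave open whether the fall and its reduction are specific to NF-κB.

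The interferon target list rose less after 17-DMAG in 4T1R1 and 4T1R2 than in 4T1, by tests of the difference (−0.206 and −0.208). A run difference is argued against by the −0.208 of 4T1R2, and GC and length trends by −0.194 after their removal in 4T1R1. A ceiling set by the higher untreated level of the list, 1.18 in 4T1R1, stays open. These differences were no longer called by camera with an estimated correlation.

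Tests of the difference also called single genes: 2466 responded differently to 17-DMAG in 4T1R1 than in 4T1, and 2399 in 4T1R2. The 2399 genes in the run shared with 4T1 argue against a run difference as the whole cause. Of the genes in 4T1R1, 1875 responded less than a called response in 4T1. If efflux only shrank responses, none would turn around, and 180 genes changed in opposite called directions in 4T1 and 4T1R1. Whether a lower dose can turn a response around was not tested. The 180 was also not recomputed with scaling by total counts alone, where the median difference of all genes in 4T1R1 was 0.15. Efflux therefore stays open for these genes as well. The number with opposite called directions in 4T1R2 was 25.

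A signal outside the genes that the paper discusses was a rise of Abcb1b and its neighbors on chromosome 5. The paper lists ABC transporters in Fig. 4F and does not report this region. The log2FC of Abcb1b was 2.783 (standard error 0.0266) in untreated 4T1R1 and 4.264 (standard error 0.0277) in untreated 4T1R2 relative to 4T1, higher in each of 3 libraries of each. From 7960457 to 9725170, a span of 1.76 Mb, 14 of 14 genes tested were higher in both populations. Just before it, genes from Cldn12 to Steap1 rose by 1.08 to 1.75 in 4T1R1 but stood at −0.68 to 0.032 in 4T1R2. Sema3a, after it, stood at −0.49 and −3.28. The span thus ends where genes were no longer higher in both, so 14 of 14 is no separate evidence. The 12 genes of the span that had more than 3 counts in an untreated 4T1 library rose by 1.31 to 5.74 in 4T1R1 and by 1.96 to 6.37 in 4T1R2. Reads shared between the paralogs Abcb1a, Abcb1b and Abcb4 are argued against by 9 neighbors of other families, with a median of 2.38 in 4T1R1 and 3.92 in 4T1R2. Tmem243 and Dmtf1 overlap on opposite strands, and their single values are uncertain. A run difference is argued against by 4.264 in 4T1R2, and a few genes taking most of the counts by 2.81 for Abcb1b in 4T1R1 with libraries scaled by total counts alone. Of 13124 other runs of as many tested genes along the chromosomes, 0 had a median as high, the highest being 1.44 in 4T1R1 and 1.18 in 4T1R2. A gain in copy number may raise neighboring genes together, but so may a shared change in regulation, and these cannot be told apart from RNA alone.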

How the results depend on the processing

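Alternatives were set before the data were examined, except the fit without Rn45s, chosen after seeing the data, and the fit of 18 separate libraries, which was written first and became an alternative after seeing the data. In these 2 fits, and with RLE scaling, no filter, DESeq2 or only the groups compared, each result kept its direction and its side of the threshold, with counts of genes within 1.5 times those given above. Fry in place of camera, and list members not shown in Fig. 4D, also left the calls of the HSF1, NF-κB and interferon target lists as they were. For some other lists fry gave a P-value under 0.05 where camera did not. For factors that control retroelements in untreated 4T1R2 these were 0.000444 from fry and 0.491 from camera. Of the alternatives for retrotransposon transcripts, none was run.

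Scaling by total counts alone moved the counts of genes after 17-DMAG, with 1194 higher and 4323 lower in 4T1 and 367 higher and 1151 lower in 4T1R2, against 2482, 2430, 833 and 588. The number of genes whose 17-DMAG response differs between 4T1R1 and 4T1 became 3951, against 2466. The share of calls that were higher changed from 49.1% to 64.2% after 17-DMAG in 4T1R1, from 50.5% to 21.6% in 4T1 and from 58.6% to 24.2% in 4T1R2. For the difference from 4T1 it changed from 50.4% to 89.4% in 4T1R1 and from 54.4% to 76.8% in 4T1R2. This follows from a shift of all genes, whose median moved by −0.11 in 4T1 and by 0.15 for the difference in 4T1R1.

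With at least 10 counts required in every library, the overlap of genes lower after 17-DMAG and higher in both resistant populations was 14. This filter removes genes with few counts in any library, including genes brought there by their fall after 17-DMAG, such as Fas. A 2-fold minimum, which by construction lowers counts, gave 746 higher and 240 lower in 4T1R1, 628 and 338 in 4T1R2, 199 and 171 after 17-DMAG in 4T1, 39 and 36 in 4T1R1 and 16 and 16 in 4T1R2. It gave 140 and 168 genes with a differing response in 4T1R1 and 4T1R2, and 459 genes higher and 145 lower in both.

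With an estimated correlation, camera no longer called the HSF1 list in untreated 4T1R1 (−0.161) and the interferon list after 17-DMAG in 4T1 (0.185), in 4T1R2 (0.0468), and in the differences of 4T1R1 (−0.206) and 4T1R2 (−0.208) from 4T1. The first principal component held 57% of the variance over the most variable genes alone and 32.1% with unit variance, and 4T1R2 then lay at 89% and 104% of the distance from 4T1 to 4T1R1. The cause was not tested.

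Leaving out 1 library at a time, the HSF1 list after 17-DMAG in 4T1 ranged from 0.946 to 1.03 and its difference in 4T1R2 from −0.563 to −0.504. The interferon list ranged from −0.238 to −0.143 for the difference in 4T1R1, from −0.242 to −0.160 for that in 4T1R2, and from 0.0253 (without 17-DMAG-treated 4T1R2 replicate 2) to 0.0585 after 17-DMAG in 4T1R2, where it lost its call without untreated 4T1R2 replicate 3 (0.0378). In 4T1 it rose by 0.307 without untreated 4T1 replicate 2. Genes lower after 17-DMAG in 4T1R2 ranged from 367 (without 17-DMAG-treated 4T1R2 replicate 1) to 581, with 374 without untreated 4T1R2 replicate 2. The first component held 36.3% to 43.4%, with 4T1R2 at 90.3% to 97.9%. The log2FC of Cxcl1 after 17-DMAG in 4T1R2 ranged from −0.0987 to 0.0190, the latter, of opposite sign, without untreated 4T1R2 replicate 3. Among single genes, 7 results became weaker and 1 reversed over the alternatives, in Nqo1, Hspa9, Nfkbia and Cxcl1.

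Replicate numbers do not pair the libraries: deviations from the group means had a median correlation of −0.00618 over 45 pairs of libraries with the same number, with 2 above 0.1, and of 0.00618 over 90 pairs with different numbers, with 6 above 0.1. With the replicate number as a block in a fit of 18 libraries, 2760 genes rose and 2782 fell after 17-DMAG in 4T1. There were 2717 genes whose 17-DMAG response differs between 4T1R2 and 4T1. No call of the HSF1, NF-κB or interferon target list changed. Leaving out replicate 3 of 17-DMAG-treated 4T1 leaves a single sample in that group, since replicates 1 and 2 are counted as 1, and values without it carry no test.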

Differences from the paper's values

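Fold changes from RT-PCR, another assay, were read by eye from the supplement. For cells treated with 17-DMAG, the exposure before RT-PCR is given as 1 h in the legend of Fig. S5B and as 2 h in the supplementary methods. The exposure before sequencing is given as 2 h in the paper and in the description of the deposited series, and as 48 h in the sample records. The paper shows Fas at about 2.4 times untreated 4T1 in untreated 4T1R1 (Fig. S7, read by eye), against 11.3 here, and 0 of 12 alternatives set before the data were examined came within reach (9.99 to 12.9). It shows Il1b at about 1.9 (Fig. S7, read by eye), against at least 4.95 here, a bound that was not recomputed under alternatives.

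For Hsp90aa1 after 17-DMAG, the paper shows about 2.5 times untreated 4T1 in 4T1 (Fig. S5B, read by eye), against 4.00 here. Over 13 alternatives the value ranged from 3.69 to 4.04, always above the paper's. Scaling by total counts alone, at 3.69, came nearest. In 4T1R1 the paper shows about 1.5 (Fig. S5B, read by eye), against 2.41 here, with 2.41 to 2.52 over 10 alternatives.

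For Hspa9 after 17-DMAG, the paper shows about 2.0 in 4T1 (Fig. S5B, read by eye), against 1.33 here. Over 13 alternatives the value ranged from 1.23 to 1.34, always below the paper's. The nearest, 1.34 without untreated 4T1 replicate 3, was hardly apart from the 1.33 here. In 4T1R1 the paper shows about 2.4 (Fig. S5B, read by eye), against 1.03 here, with 1.03 to 1.08 over 10 alternatives.

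In Fig. 4A the paper places untreated 4T1R2 farther from 4T1 than 4T1R1 on the first principal component. Here it lay at 93.5% of the distance to 4T1R1, and with genes scaled to unit variance, set before the data were examined, at 104%.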

Other observations

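The tests in this part of overlaps in the direction opposite to the paper's, of shared untreated libraries, of library runs, and of the likeness of libraries were chosen only after the result was seen.

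Replicates 1 and 2 of 17-DMAG-treated 4T1 had a chi-square per gene of 1.09, where 2 reads per fragment make 2 the value for independent libraries. That they hold the same molecules or reads in part is a candidate explanation. A plain addition of reads to replicate 1 is argued against by 395 genes with fewer counts in replicate 2, and the depth of replicate 2 by its value of 2.12 with replicate 3. No biological explanation was tested.

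The overlap of genes changed at least 2-fold after 17-DMAG in 4T1 with genes higher in both resistant populations was not specific to genes that fell, since genes that rose overlapped with an odds ratio of 9.97. The comparisons share the untreated 4T1 libraries, whose noise moves a gene in the same direction in both, and so works against an overlap of genes that fell with genes that are higher. For changes in the same direction, the libraries were divided in 6 ways so that no library served in both, and genes were then chosen by a 2-fold change alone, without a test. The lowest odds ratio for genes that rose after 17-DMAG and were higher in both resistant populations was 10.7, which argues against the shared libraries as its cause. For genes that fell and were lower in both it was 2.44, from an overlap of 1 gene, and its 95% interval reached from 0.0598 to 14.6, so too few genes are left to tell that overlap apart from an effect of the shared libraries. With the libraries divided in the same way between 4T1R1 and 4T1R2, the lowest Pearson's r between their log2FC across genes was 0.663, against at most 0.0337 in simulated unchanged groups, which argues against shared libraries as the cause of the changes that the resistant populations share. It does not speak against a trait of the 4T1 population itself, with which both were still compared.

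Of the genes higher in 4T1R1, 66.6% were higher in 4T1R2, which argues against library runs as the cause of the shared changes. The NF-κB list in 4T1R2, at 0.717, argues the same for that list, and its median of 0.909 in 4T1R1 after removing GC and length trends argues against those. For the untreated comparisons and the responses to 17-DMAG in 4T1R1 and 4T1R2, 1 of the 10 splits of the 6 libraries, the real one, gave as many called genes, and no other split called any. The same held for the medians of the 3 target lists, except the HSF1 list in untreated 4T1R2, where 2 of the 10 splits gave a median as large. With 10 splits the share is never under 0.1. For genes changed in the same direction in both resistant populations, the untreated libraries of 4T1, 4T1R1 and 4T1R2 were split anew into 3 groups, and 1 of 100 such splits gave as many called genes, 4537 for the real split against 2531 for the next. That next split did not mix the populations: it put 4T1R2 in the place of the 4T1 controls and kept 4T1 and 4T1R1 as whole groups. Splits that mix groups, here and among the 10 above, widen the spread within groups and lose calls for that reason. The 1 of 100 therefore does not test whether the changes are shared. With 4T1R2 as the shared reference, 2531 genes still changed in the same direction, so part of such a count can come from the reference population. The selection of resistant cells is the biological difference in the design, and it stays a hypothesis here.

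Factors that control retroelements, 34 of 36 tested, had a median log2FC of 0.000455 in untreated 4T1R1, with 10 higher and 12 lower. In untreated 4T1R2 their median was 0.0666, with 14 higher and 9 lower. Genes of drug efflux and metabolism, 20 of 23 tested, had medians of 0.191, with 11 higher and 4 lower, and 0.266, with 13 higher and 3 lower. Nqo1, whose product reduces benzoquinones, changed by −0.28 in 4T1R1 and by 1.39 in 4T1R2. The former was no longer called without untreated 4T1 replicate 1 (−0.27) or 3 (−0.25) or untreated 4T1R1 replicate 3 (−0.21).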
